# RADAR: differential analysis of MeRIP-seq data with a random effect model

**DOI:** 10.1186/s13059-019-1915-9

**Published:** 2019-12-23

**Authors:** Zijie Zhang, Qi Zhan, Mark Eckert, Allen Zhu, Agnieszka Chryplewicz, Dario F. De Jesus, Decheng Ren, Rohit N. Kulkarni, Ernst Lengyel, Chuan He, Mengjie Chen

**Keywords:** *N*^6^-adenosine methylation (m^6^A), Differential methylation, MeRIP-seq

## Abstract

Epitranscriptome profiling using MeRIP-seq is a powerful technique for in vivo functional studies of reversible RNA modifications. We develop RADAR, a comprehensive analytical tool for detecting differentially methylated loci in MeRIP-seq data. RADAR enables accurate identification of altered methylation sites by accommodating variability of pre-immunoprecipitation expression level and post-immunoprecipitation count using different strategies. In addition, it is compatible with complex study design when covariates need to be incorporated in the analysis. Through simulation and real dataset analyses, we show that RADAR leads to more accurate and reproducible differential methylation analysis results than alternatives, which is available at https://github.com/scottzijiezhang/RADAR.

## Background

The RNA epigenetics gold rush in the past few years has brought reversible RNA modifications into the spotlight as an important mechanism of gene regulation. Particularly, *N*^6^-adenosine methylation (m^6^A), the most abundant modification on mRNA, has drawn extensive attention due to its important functions in various biological systems [1–3]. Methylated RNA immunoprecipitation sequencing (MeRIP-seq) [4–6] is a key technique used in mRNA modification studies that has enabled us to survey the epitranscriptome using various study designs: (1) identifying the location of modification on the transcript by performing peak calling on MeRIP-seq samples of certain phenotype or experimental condition and (2) identifying differentially methylated loci by comparing MeRIP-seq samples across different phenotypical or experimental groups. These analyses connect mRNA modifications with phenotypes and have the great potential to reveal its functional consequences.

Early studies performing qualitative analysis compared peaks called in one experimental group versus peaks in another group and identified peaks unique to each experimental group as differentially methylated peaks. However, many differential peaks identified by this method are caused by boundary cases at the peak-detection threshold rather than true presence/absence of peaks as noted in a recent study [7]. To enable cross-group comparisons, a few methods have been developed and applied to analyze differential methylation in MeRIP-seq data [8–11]. ExomePeak uses Fisher’s exact test for differential methylation identifications, and its later version uses a likelihood ratio test based on the binomial distribution (termed “bltest”) [11, 12]. MeTPeak uses a beta-binomial model to infer differential peaks [8]. DRME and its improved version—QNB—use a model based on the negative binomial distribution [9, 10].

While existing methods have yielded promising results, they also have important drawbacks: (1) Current methods [8–11] designed for small sample size scenario ignore the existence of confounding factors and cannot accommodate complex study designs with covariates (such as age and gender) that are frequently encountered in patient or animal studies with larger sample sizes. (2) Most of the differential gene expression (DE) analysis tools such as edgeR, DESeq2, and Sleuth [13–15] are compatible with complex study designs. But they rely on models developed for RNA-seq experiment and cannot accommodate unique features of MeRIP-seq data. A standard MeRIP-seq experiment yields an INPUT and an Immunoprecipitation (IP) library for each sample. The INPUT library is the initial RNA fragments pool prior to the antibody pull-down—a measurement of RNA expression level. The IP library represents the RNA fragments carrying modified bases captured by antibody pull-down—a measurement of methylated RNA abundance. RNA differential methylation (DM) is defined as the alteration of methylated RNA abundance conditioning on the RNA expression background. Thus, DM analysis requires assessment of RNA methylation change based on pre-IP and post-IP measurements in pairs. In contrast, DE analysis tools only compare a single read count measurement across samples. (3) Current MeRIP-seq-specific tools [8, 9, 11] use peak (~ 250 bp) read counts in the INPUT library as measurement of RNA expression for a gene (~ 11 kb). However, the variability in a small genomic range across samples due to the sparsity of reads sampled can result in unwanted variation to the expression level estimation if using local read counts. QNB combines local read counts of both INPUT and IP as an estimator of the expression level to mitigate this problem. However, incorporating IP read counts can cofound pre-IP expression level with post-IP RNA abundance, leading to biased estimation of expression level. Inaccurate expression level measurement can lead to substantial false discoveries in the subsequent DM analysis. Thus, the utilization of INPUT library to account for pre-IP RNA expression level needs to be further optimized.

To combat these challenges and allow for accurate identification of differentially methylated loci, we present a novel approach to perform *R*NA methyl*A*tion *D*ifferential *A*nalysis in *R* (*RADAR*) for MeRIP-seq data. RADAR accounts for variation in pre-IP RNA and in post-IP read counts using different strategies. Specifically, RADAR uses gene-level read counts instead of peak-level read counts in the INPUT library as a robust measurement of the initial pre-IP RNA expression level. In addition, RADAR uses a flexible Poisson random effect model to accommodate over-dispersion in the post-IP read counts due to variability of biological replicates and noise introduced in the immunoprecipitation process. This generalized linear model framework enables incorporation of covariates in complex study designs.

We benchmarked the performance of RADAR with alternative methods on simulated data by different data generating models. We showed RADAR achieved higher sensitivity and specificity compared to existing alternative methods. We also demonstrated the performance of RADAR on real MeRIP-seq data by applying it to four high-quality m^6^A-meRIP-seq (aka m^6^A-seq) datasets generated by us and others, including an ovarian cancer dataset (GSE 119168) consisting of 7 normal fallopian tube tissue from healthy individuals and 6 metastatic omental tumors, a type 2 diabetes (T2D, GSE 120024) dataset consisting of human islets from 8 type II diabetes patients and 7 healthy control patients with samples being processed in three batches due to different sample acquisition times, a mouse liver (GSE 119490) dataset consisting of mouse liver from 4 wild type mice and 4 METTL14 knockout mice, and a mouse brain (GSE 113781) dataset consisting of 7 mouse cortex samples of stress-exposed mice and 7 from control mice. We showed that our approach can accommodate distinct study designs and led to more sensitive and reproducible DM locus identification than possible alternatives.

## Results

### RADAR overcomes challenges in modeling MeRIP-seq data and accommodates complex study designs

Using BAM files as the input, RADAR first divides transcripts (concatenated exons) into 50-bp consecutive bins and quantifies pre-IP and post-IP read counts for each bin (Fig. 1a). Unlike current differential methylation analysis methods [8–11] that scale to library sizes as a way of normalization, which can be strongly skewed by highly expressed genes [16] (Additional file 1: Figure S1), RADAR uses the median-of-ratio method [17] implemented in DEseq2 to normalize the INPUT library for the sake of robustness. For the IP library, RADAR normalizes the fold enrichment computed from the IP counts divided by the INPUT counts, which takes both IP efficiency and IP library size variation into account.

**Fig. 1:**
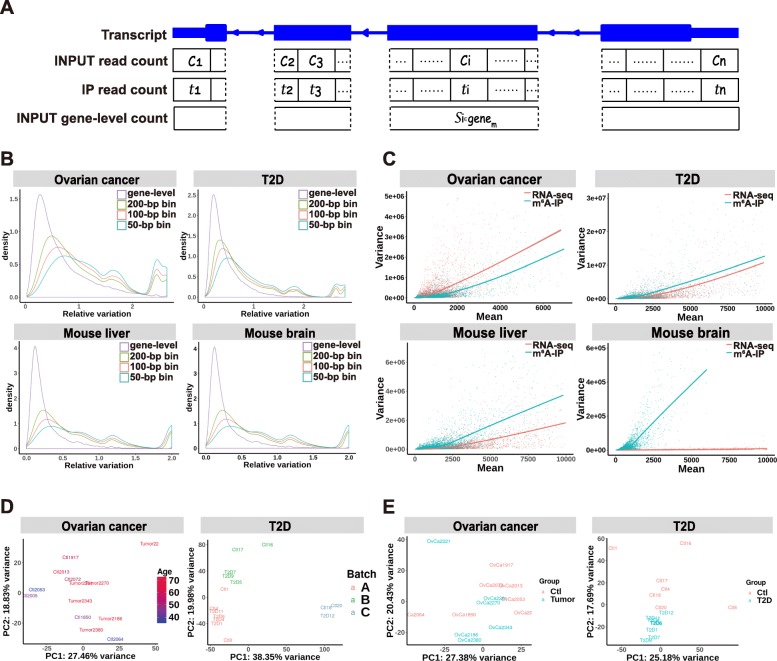
Unique features of m^6^A-seq (MeRIP-seq) data. RADAR divides concatenated exons of a gene into consecutive bins and models the immunoprecipitation (IP)-enriched read counts in such bins. **a** depicts a pair of read counts in the INPUT and the IP library in the *i*th bin as *c*_*i*_ and *t*_*i*_. In the RADAR workflow, the gene-level read count of the input library $$ {s}_{i\in {\mathrm{gene}}_m} $$ substitutes the bin-level read count *c*_*i*_ as the representation of the pre-IP RNA levels of the *i*th bin. **b** compares the relative variation of gene-level and bin-level (local) read counts of different bin sizes in four m^6^A-seq datasets, suggesting that unwanted variation can be reduced using gene-level counts as the estimates of pre-IP RNA levels. Panel **c** compares the cross-sample mean and variance of regular RNA-seq (pre-IP counts) and m^6^A-seq (post-IP read counts adjusted for pre-IP RNA level variation) data in four m^6^A-seq datasets. The fitted curvature of m^6^A-seq can differ from that of RNA-seq, indicating that m^6^A-seq may have a different mean-variance relationship from RNA-seq. Biological and experimental confounding factors are often encountered in patient samples. **d** shows the first two principal components (PCs) of m^6^A enrichment in each dataset, where the samples are colored by covariates that need to be accounted for. m^6^A enrichment was represented by IP sample read counts adjusted for pre-IP (INPUT) RNA-level variation. **e** shows the first two PCs after regressing out known covariates—age in the ovarian cancer dataset and batch in the T2D dataset. After regressing out the covariate, samples are separated by disease conditions on the PCA plot

After proper normalization across all samples, RADAR then calculates the methylation level for each bin conditioned on its pre-IP RNA expression level for each sample. In contrast to previous methods [8–11] that use peak-level read counts in the INPUT library as its measurement of pre-IP RNA expression level, we use gene-level read counts as a more robust representation, which is defined as the total number of reads across all bins that span the same gene (Fig. 1a). This choice is motivated by the observation that the median read coverage within each peak is very low—18 reads per peak (7 reads in a 50-bp bin) (Additional file 1: Figure S2) in a typical MeRIP-seq input sample of 20 million (mappable) reads (Additional file 1: Figure S3). Over-dispersion of low counts due to random sampling in the sequencing process can introduce substantial unwanted variation to the estimation of pre-IP RNA level. This can be further exacerbated by the uneven distribution of reads caused by local sequence characteristics such as GC content and mappability. Using gene-level counts as the estimate of pre-IP RNA expression level can mitigate the dispersion by increasing the number of reads (272 reads on average) and simultaneously diminishing the effects of sequence characteristics within a gene (Fig. 1a). By comparing the variance of read counts across replicates at the gene level with that at the bin level, we show that the cross-sample variance is much less at the gene level than at the bin level in all three datasets (Fig. 1b).

RADAR models the read count distribution using a Poisson random effect model instead of a negative binomial distribution, which is commonly used in RNA-seq analysis [13, 15, 17] as well as in DRME and QNB for MeRIP-seq analysis [9, 10]. Negative binomial distribution-based models assume a quadratic relationship between mean read counts and their variance across all genes. We observe in real m^6^A-seq datasets that the mean-variance relationship of post-IP counts across genes significantly differs from that of regular RNA-seq counts (i.e., pre-IP counts). The former does not always follow a similar quadratic curvature and can exhibit very different patterns of variability (Fig. 1c, Additional file 1: Figure S4). To overcome these limitations, RADAR applies a more flexible generalized linear model framework (see the “Material and methods” section) that captures variability through random effects.

Another important advancement of RADAR, compared to existing MeRIP-seq data analysis tools [8–11], is the flexibility to incorporate covariates and permit more complex study design. Phenotypic covariates such as age and gender as well as experimental covariates such as batch information are often encountered in epitranscriptomic profiling studies with heterogenous patient samples. Covariates such as litter and age are common in experimental animal studies. For example, in the ovarian cancer dataset, the age of the tissue donors is partially confounded with predictor variable—disease status. In the T2D islets dataset, the variance of the first two principal components is confounded with the sequencing batch (Fig. 1d). After regressing out the batch effect, the remaining variance can be better explained by disease status (Fig. 1e). This indicates the importance of controlling for potential confounding factors when performing differential methylation tests. The generalized linear model framework in RADAR allows the inclusion of covariates and offers support for complex study designs.

### Comparative benchmarks of different methods using simulated datasets

To evaluate the performance of RADAR in comparison to current methods, we applied RADAR and other methods for MeRIP-seq differential analysis including exomePeak, Fisher’s exact test, MeTDiff, and QNB on simulated datasets. We considered four scenarios: the proposed random effect model with/without covariates and the quad-negative binomial (QNB) model adopted from QNB [9, 10] with/without covariates. For each scenario, we evaluated the sensitivity and false discovery rate (FDR) of different methods using ten simulated copies. We first simulated a dataset of eight samples using the random effect model (“Materials and method” section Eq. (1), denoted as the simple case). The INPUT library was directly drawn from the T2D dataset. We simulated IP read count adjusted for pre-IP expression level of each bin according to Eq. (1) where *μ* is equal to mean log read count in the “control” group of T2D dataset. The final IP read counts were obtained by rescaling simulated data by the average IP/INPUT ratio observed in the T2D data. In total, we simulated three datasets of 26,324 sites in which 20% of sites are true positives with effect sizes of 0.5, 0.75, or 1, respectively.

For DM loci with an effect size of 0.5, RADAR achieved 29.1% sensitivity and 12.0% FDR at an FDR cutoff of 10%. At the same cutoff, exomePeak and Fisher’s test achieved 72.8% sensitivity/52.5% FDR and 72.2% sensitivity/50.5% FDR, respectively. MeTDiff achieved 10.5% sensitivity and 16.2% FDR. QNB, on the contrary, did not own any power for the small effect size. When the effect size increased, RADAR achieved much higher sensitivity, 77.8% for an effect size of 0.75 and 95.7% for an effect size of 1, while FDR were well calibrated at 10.4% and 10.1%, respectively. exomePeak and Fisher’s test both achieved 89% and 96% sensitivity for effect sizes of 0.75 and 1, respectively, but at the cost of unsatisfactory FDRs, which were greater than 46%. MeTPeak exhibited well-calibrated FDR (12.3% and 11.4%) and moderate sensitivity of 50.4% and 81.5% for effect sizes of 0.75 and 1, respectively. QNB only had low power for an effect size of 1 (beta = 1, 13.9% sensitivity and 0.5% FDR). Overall, for the simple case without covariates, RADAR achieved high sensitivity while maintained low FDR at varying true effect sizes (Fig. 2a). We then applied the above analysis at varying FDR cutoff and found RADAR achieved the highest sensitivity at a fixed level of empirical FDR (Additional file 1: Figure S5A). We note exomePeak and Fisher’s test achieved high sensitivity at all effect sizes as combining read counts across replicates of the same group helped to gain power. As a tradeoff, failing to account for within-group variability resulted in high FDR. On the contrary, RADAR and MeTDiff exhibited well-calibrated FDR while achieved high sensitivity at same levels as exomePeak for large effect sizes. QNB was overconservative and possessed little power.

**Fig. 2:**
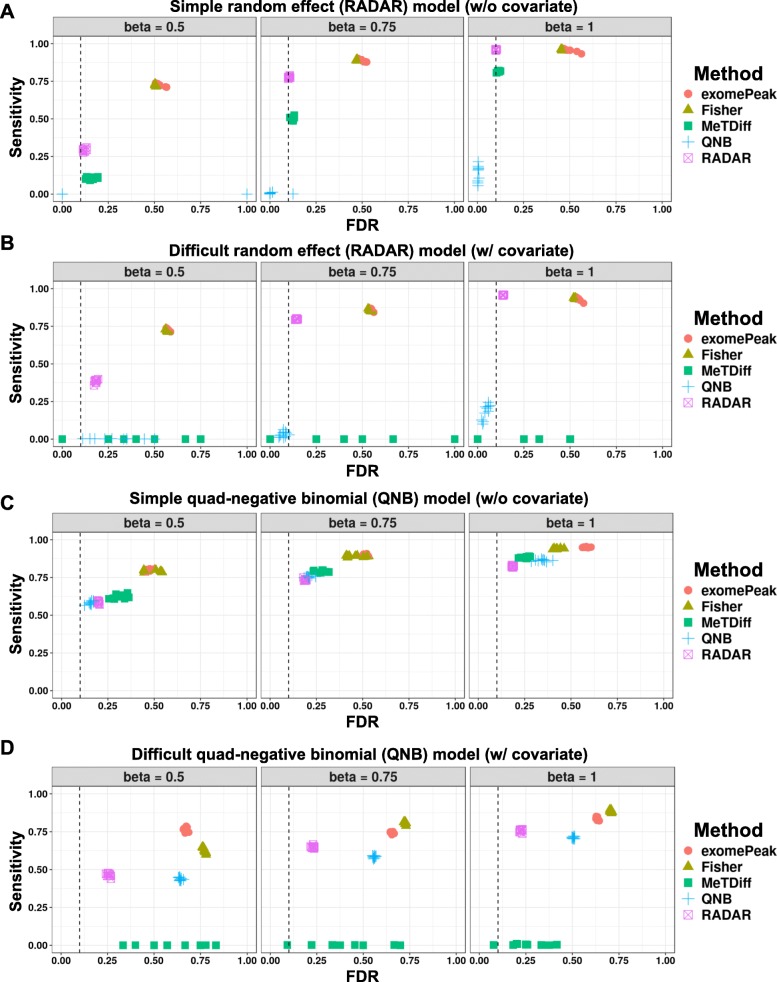
Benchmarking RADAR on two simulation models. We benchmarked RADAR and other alternative methods on simulated data. Using two simulation models—a random effect (RADAR) model and a quad-negative-binomial (QNB) model, we simulated dataset of eight replicates of varying true effect sizes (0.5, 0.75, and 1) with and without covariates. We tested different methods on simulated dataset and compared the results at an FDR cutoff of 0.1 with simulated true sites. We show the sensitivity (fraction of true sites detected by the method at an FDR cutoff of 0.1) and false discovery rate (fraction of detected differential sites that are not true sites) of each method applied on data simulated by the random effect model without covariates (**a**) and with covariates (**b**) and the quad-negative-binomial model without covariates (**c**) and with covariates (**d**), respectively. The FDR cutoff used to select DM sites is labeled by a dashed line

We next applied the aforementioned methods to the proposed model with a covariate (effect size equal to 2, denoted as the difficult case) (Fig. 2b). As a result, at an FDR cutoff of 10%, RADAR achieved 38.4%, 79.7%, and 95.7% sensitivity with empirical FDRs slightly higher than those in the simple case (18.2%, 14.4%, and 13.7% for effect sizes of 0.5, 0.75, and 1, respectively). MeTDiff, with similar performance as RADAR in the simple case, lost power in the difficult case due to incapability of accounting for confounding factors. exomePeak, Fisher’s test, and QNB behaved similarly as in the simple case. The advantage of RADAR over other methods is robust to the choice of FDR cutoff as shown in Additional file 1: Figure S5B. In summary, RADAR outperformed existing alternatives in both cases.

Taking the covariate model with a DM effect size of 0.75 as an example, we also checked the distributions of effect size estimates and *p* values obtained from each method. In all methods, effect sizes were overall correctly estimated with estimates for “true” sites centered at 0.75 (Additional file 1: Figure S6A) and that for null sites centered at zero (Additional file 1: Figure S6B). However, we note the distribution of beta estimates is narrower for RADAR, especially in the difficult case, suggesting a more confident estimation. *p* values of exomePeak and Fisher’s test at null sites were enriched near zero, indicating over-detection of false-positive signals (Additional file 1: Figure S6C). We also observed many large *p* values obtained by QNB for “true” sites in both cases and MeTDiff in the difficult case, which suggested a high false-negative rate (Additional file 1: Figure S6D).

We then repeated simulation studies using the QNB model. Instead of setting the variances of INPUT and IP libraries equal as presented in the QNB paper, we let the variance of IP read count be larger than that of INPUT. This setting better reflects our observation in the real data as extra noise can be introduced during immunoprecipitation process for IP reads generation (Additional file 1: Figure S4). In the simple case without covariates, RADAR exhibited the lowest empirical FDR (18.9% and 18.5%) despite slightly lower sensitivity comparing to other methods (73.5% and 82.3%) when the effect sizes were relatively large (for effect sizes of 0.75 and 1). QNB performed better when the effect size was small with 58.6% sensitivity and 15.6% FDR for an effect size of 0.5 (Fig. 2c). The results were consistent when we evaluated their performance with different FDR cutoffs. Overall, QNB performed slightly better than RADAR with an effect size of 0.5. RADAR achieved similar sensitivity but better calibrated FDR when effect sizes equal to 0.75 and 1 (Additional file 1: Figure S5C). In the model with covariates, RADAR exhibited the lowest empirical FDR, with 25.8%, 23.0%, and 22.5% at effect sizes of 0.5, 0.75, and 1, respectively, while other methods either failed to detect the signal or had a higher empirical FDR. Specifically, MeTDiff had sensitivity below 0.5% at varying effect sizes and QNB reached FDRs of 64.1%, 55.8%, and 50.5% for effect sizes of 0.5, 0.75, and 1, respectively, at an FDR cutoff of 10% (Fig. 2d). The advantage of RADAR over alternative methods hold in the difficult case at varying cutoffs (Additional file 1: Figure S5D). In summary, RADAR outperformed other existing methods in most scenarios, particularly when covariates were present.

### Comparative benchmarks of different methods using four real m^6^A-seq datasets

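In the mouse liver dataset, m6A-seq was performed on livers of 4 wild type mice and 4 mice with a liver-specific knockout of Mettl14, which encodes a subunit of the m6A methyltransferase complex. The knockout was made with Cre recombinase under the control of the albumin promoter, and all 8 mice had been on a 42% high-fat diet for 3 months. In m6A-seq, fragmented mRNA is pulled down with an antibody against m6A, and the pulled-down RNA (IP) is sequenced beside the RNA before the pull-down (INPUT), so that the dataset holds 16 libraries, 1 INPUT and 1 IP library per mouse. The authors mapped the reads to mm10 with Hisat2, counted them in bins along the concatenated exons of each gene, and normalized the IP counts for IP efficiency with size factors estimated from the bins with the most IP reads. The IP counts were then divided by a gene-wise size factor from the INPUT library, bins depleted in IP or with few IP reads were removed, and the genotype was tested in each bin with the Poisson random effect model of RADAR.
What was analysed here is the authors' deposited table of that comparison, which lists 622 DM sites under 586 gene names, each with its coordinates, a logFC and a p value. The logFC is the coefficient of the genotype in the model, on the natural log scale, and the p value is that of its Wald test, without adjustment for multiple comparisons. This holds for sites of a single bin. For the 6 sites longer than 50 nt, the paper's text does not state how the p values of merged bins were combined. The table holds no value per mouse. The depth of each library and the spread between mice are therefore unknown here, and the DM test could not be repeated with other settings or with a mouse left out. Neither the paper's text nor the table states which genotype is the reference, and 0 of the sites lie in Mettl14 itself, so the sites are described by the sign of their logFC and not as hyper- or hypo-methylated.
The sequence of each site was taken from GRCm38, the assembly that mm10 names. Coordinates in the table count from 1 with both ends included: of the 90 inner block edges of sites that span an intron, 90 lay on an annotated exon edge when counted this way and 0 when counted from 0. Of the 622 sites, 585 matched a protein-coding gene of the GENCODE M21 annotation by symbol, 21 by an older symbol and 16 not at all. The midpoint of 570 sites lay on the longest protein-coding transcript of the named gene, and the other 52 sites were left out of comparisons that need a transcript position. Tests across sites compare sites with random sequence or positions and treat sites as independent, although sites are not replicates and sites of the same gene share an INPUT size factor. For that reason, the sign and size of the logFC, the shares with RRACH, the 5-mers and the shares of transcript regions over all sites were also computed with 1 site per gene, while comparisons of GGAC, of GC content, of p values and of the 5′UTR and stop codon by direction were not.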

Next, we compared the performance of different methods using four real m^6^A-seq datasets: ovarian cancer (GSE119168), T2D (GSE120024), mouse liver (GSE119490), and mouse brain (GSE113781). To evaluate the sensitivity of different methods, we first checked the distributions of *p* values obtained from corresponding DM tests (Fig. 3). In the ovarian cancer, T2D, and mouse liver data, Fisher’s test and exomePeak detected the most signals as the *p* values are most dense near zero. In these three datasets, RADAR also returned a desirable shape for the *p* value histogram in which *p* values were enriched near zero while uniformly distributed elsewhere. 

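For the mouse liver dataset, the p values of the sites in the authors' deposited table run from 1.76e-10 to 7.11e-04, so at most the low end of the RADAR histogram can be examined here. Even that end may lack bins, since no site has an absolute logFC under 0.50 and adjacent significant bins are merged. The range from 0 to the largest p value was divided into 10 equal parts, in which equal numbers of sites would mean 62.2 sites each. The lowest part held 291 of the 622 sites in the authors' deposited table, which is 46.8% (95% Wilson interval 42.9% to 50.7%), and the second part held 57. The other parts held between 26 and 54 sites. In the authors' deposited table, 215 sites have a p value under 1e-05 and 55 sites a p value under 1e-07. The enrichment in the lowest part differed between groups of sites. It held 241 of the 337 sites with a logFC above 2, or 71.5% (95% Wilson interval 66.5% to 76.1%), and 44 of the 270 sites with an absolute logFC under 2, or 16.3% (95% Wilson interval 12.4% to 21.2%). The intervals cover counting error over sites only.

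**Figure D1:**
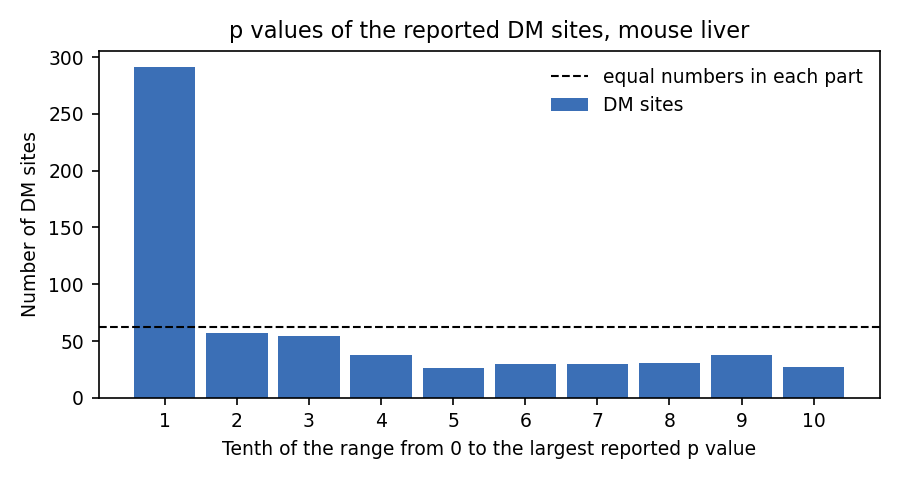
Number of DM sites of the mouse liver dataset (y axis) in each of 10 equal parts of the range from 0 to the largest reported p value, 7.11e-04 (x axis). The dashed line marks 62.2 sites per part, and the lowest part holds 291 sites.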

MeTDiff returned a desired shape only in the ovarian cancer and mouse liver datasets. QNB were overconservative in the ovarian cancer and T2D dataset. All methods failed to return enriched *p* values near zero for the mouse brain dataset, suggesting there was no or little signal in this dataset. This is consistent with the original publication that very few differential peaks were detected in this study [7].

**Fig. 3:**
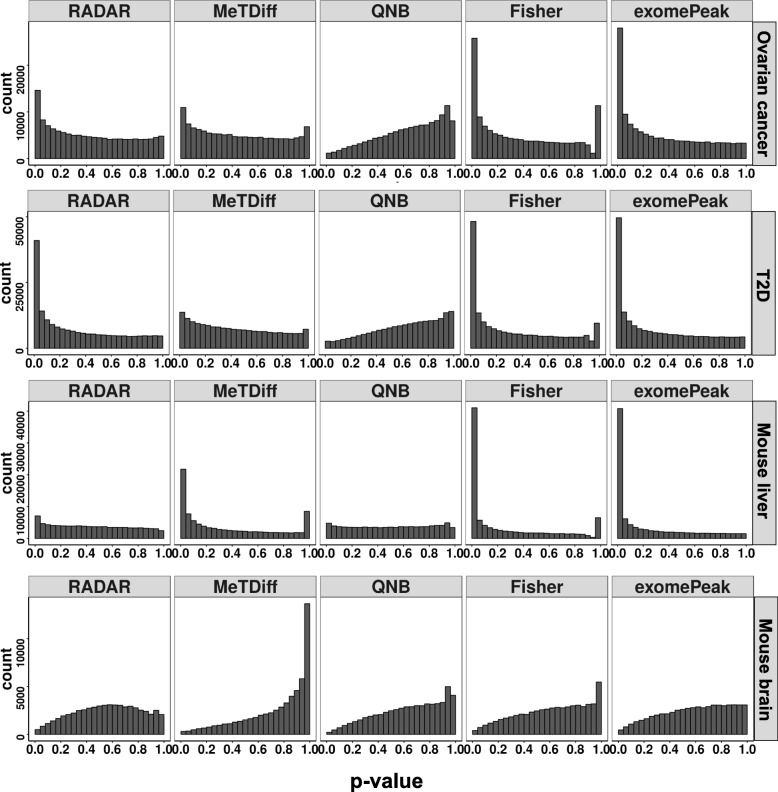
Sensitivity of benchmarked methods on real m^6^A-seq data. We benchmarked RADAR and other alternative methods on four m^6^A-seq data with different characteristics. Each panel shows the histogram of *p*-values obtained from DM tests using RADAR, MeTDiff, QNB, Fisher’s exact test and exomePeak on each dataset, respectively

To ensure that well-performed methods achieved high sensitivity while maintaining a low FDR, we further performed permutation analyses to obtain the null distribution of *p* values for each dataset. Specifically, we shuffled the phenotype labels of samples such that the new labels were not associated with the true ones or any other important confounding factors. We expected the *p* values from a permutation test to follow a uniform distribution and the enriched *p* values near zero would be considered as false discoveries. For each dataset, we combined test statistics from 15 permuted copies and compared their distribution with the original tests (Fig. 4). *p* values from Fisher’s test and exomePeak were strongly enriched near zero and only slightly lower than those from the original tests. This suggests the strong signals detected by these two methods are likely to be false discoveries, consistent with the conclusion from simulation analysis. On the contrary, the histograms of *p* values from RADAR were close to flat in all datasets, indicating that strong signals detected by RADAR were more likely to be true. MeTDiff exhibited well-calibrated *p* values in the ovarian cancer and T2D data but enriched for small *p* values in the mouse liver data with an indicated high FDR. QNB test returned conservative *p* value estimates in all datasets. Taking together these analyses, we demonstrated that RADAR outperforms the alternatives by achieving high sensitivity and specificity simultaneously in real datasets.

**Fig. 4:**
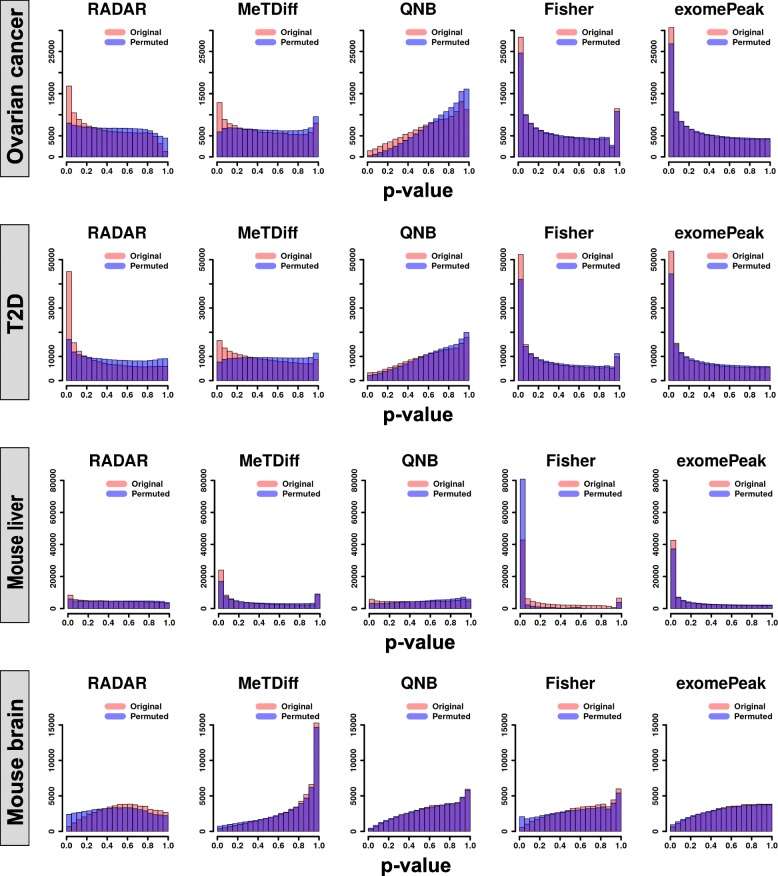
Benchmarking false-positive signals using permutation analysis on real m^6^A-seq data. To assess empirical FDR of the test, we permuted the phenotype labels of samples so that the new labels were not associated with true ones. Each panel shows the histograms of *p* values obtained from DM tests on 15 permuted copies (blue) and those from the tests on the original dataset (red)

To better demonstrate that RADAR detects DM sites with better sensitivity and specificity in real data, we show examples of DM site that is only detected by RADAR as well as likely false discovery sites identified by exomePeak and Fisher’s test but not by RADAR in the T2D dataset. We plot sequence coverage of individual samples for the DM sites in the RNF213 gene (Additional file 1: Figure S7A) and show despite large variability in control samples, m^6^A enrichment of T2D samples is consistently lower on this locus. Conversely, in the bogus DM sites detected by alternative methods (Additional file 1: Figure S7B, C), enrichment differences are mainly driven by one or two outlier samples in one group.

To further demonstrate the advantage of using gene-level read counts over local read counts to account for RNA expression level, we repeated the above analysis using post-IP counts adjusted by the local read counts of INPUT. We showed that in the T2D dataset, gene-level adjustment not only enabled stronger signal detection, but also lowered FDR as we observed that the permutation analysis using local count adjustment resulted in undesired stronger signals around zero in the *p* value histogram (Additional file 1: Figure S8). In the ovarian cancer and the mouse liver datasets, local count adjustment achieved higher signal detection but at the cost of a higher FDR. This analysis suggested that using gene-level read counts as the estimates of pre-IP RNA expression levels could effectively reduce FDR and lead to more accurate DM locus detections.

Attributed to the robust representation of pre-IP RNA expression level using gene-level read counts, RADAR’s performance is more robust to the sequencing depth of INPUT samples. To demonstrate this, we applied RADAR on data created by sub-sampling the read counts of INPUT samples in the T2D dataset so that the sequencing depth is half of the full dataset (average 17.5 million reads). We compared the DM sites detected in the reduced dataset with the results obtained from the full dataset (Additional file 1: Figure S9A). Using a 10% FDR cutoff, RADAR-detected DM sites in the reduced dataset showed the highest overlap with that in the full dataset. MeTDiff and QNB only had a few overlapping DM sites between the sub-sampled and full dataset. Fisher’s test and exomePeak had slightly fewer overlaps comparing to RADAR but had more false discoveries. We further compared the log fold change (logFC) estimates from reduced and full datasets to check their consistency. As a result, we found reduced sequencing depth had the least impact on the logFC estimated by RADAR while the estimates by others are much less reproducible with a shallower sequencing depth (Additional file 1: Figure S9A).

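In the mouse liver dataset, 413 of the 622 DM sites in the authors' deposited table have a positive logFC and 209 a negative one. Positive sites make up 66.4% (95% Wilson interval 62.6% to 70.0%), which differs from an even split (exact two-sided binomial test over sites, p = 2.15e-16). The IP counts were scaled by size factors from the bins with the most IP reads, so each sign is relative to those bins. An even split is therefore a reference value and need not be the share expected without an effect of genotype. With 1 site per gene, 68.1% of 586 sites were positive (exact two-sided binomial test, p = 1.21e-18). The alternative that moved this share most reversed it: among the 270 sites with an absolute logFC under 2, a limit chosen after the data were seen, 28.1% were positive. The sign also went with the size of the change. The median absolute logFC in the authors' deposited table is 3.26 for positive sites (quartiles 2.72 and 3.66) and 0.90 for negative sites (quartiles 0.69 and 1.25), a difference of 2.36 (two-sided permutation test over sites, p = 1e-05, the smallest that 100000 permutations can give). Most positive sites, 337 of 413, have a logFC above 2 in the authors' deposited table, which is more than a 7.39-fold difference, while 15 of the negative sites lie under -2. Among sites with an absolute logFC under 2, positive sites were not the larger ones, with a median logFC of 0.804 against -0.879 for negative sites. No site in the authors' deposited table has an absolute logFC under 0.50.
The site with the smallest p value is in Traf6, on chromosome 2 of GRCm38 from 101700821 to 101700870, in the 3′UTR within exon 8 of 8. The authors' deposited table gives it a logFC of 3.83 and a p value of 1.76e-10. Its sequence on the transcript strand is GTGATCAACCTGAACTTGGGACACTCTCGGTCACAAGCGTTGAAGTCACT, which holds the RRACH matches GAACT and GGACA. The next smallest p values in the authors' deposited table are 4.50e-10 for C730036E19Rik, 6.83e-10 for Sprtn, 6.89e-10 for Irs2 and 8.42e-10 for Bmp10, all with a positive logFC. The site of Irs2, which encodes an adaptor of the insulin receptor, lies on chromosome 8 from 11005459 to 11005508 in the CDS (exon 1 of 2), with a logFC of 4.21 in the authors' deposited table.
Among the 311 sites with the smallest p values, the authors' deposited table gives the most positive logFC to Hk1, Ppp1r12c (5.00), Msn (4.98), Dok2 (4.94) and Chst15 (4.82). The site of Hk1, which encodes a hexokinase, lies in the 3′UTR on chromosome 10 from 62269400 to 62269449. The sequence of the site in Msn has another match in the genome, so reads from both places could have been counted there. The most negative logFC values of these sites in the authors' deposited table are those of Znrf1 (-4.47), Ltn1 (-3.75), Ppp5c (-3.38), Ofd1 (-3.06) and Cd200r1 (-2.65). At these large changes the ratio between the genotypes, e to the power of the absolute logFC in the authors' deposited table, is often a whole number, such as 206 for Hk1, 46 for Traf6 and 87 for Znrf1. Of the 337 sites with a logFC above 2, 322 have a ratio that is a quotient of whole numbers with a denominator of 4 or less. Ratios of small whole-number totals give such quotients, so 1 genotype may have had almost no adjusted IP reads there. No counts are analysed here, and these ratios need not be precise measures of a change.
Of 23 names listed beforehand for writers, readers and erasers of m6A, 5 have a site, and all 7 of their sites are negative in the authors' deposited table. All 7 have an absolute logFC under 2, and of all 270 such sites 194 are negative. Their shared sign was not tested against that share. Wtap, which encodes a subunit of the methyltransferase complex, has 3 sites on chromosome 17, and the one with the smallest p value runs from 12975226 to 12975275. The authors' deposited table gives that site a logFC of -0.78 and a p value of 2.74e-07. It lies in the 3′UTR of the longest coding transcript, in sequence that 25% of the coding transcripts of the gene contain, and its sequence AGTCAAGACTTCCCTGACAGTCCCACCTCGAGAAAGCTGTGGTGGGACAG has 2 further matches in the genome. The m6A readers Ythdf1, Ythdf2 and Ythdf3 have 1 site each in the CDS, with logFC values of -0.86, -0.92 and -0.90 in the authors' deposited table. Mettl16 has a site with a logFC of -0.84 in the authors' deposited table. Gvin1 is the gene with the most sites, 4 on chromosome 7, with logFC values from -1.47 to -0.64 in the authors' deposited table, but each of these sequences has at least 4 other matches in the genome.
Sites of the same gene mostly shared a sign. In the authors' deposited table, 37 of 42 pairs of sites in 31 genes have the same sign, or 88.1% against 55.3% when signs are permuted over all sites (one-sided permutation test, p = 3e-05). The pairs are not independent, since Gm14431 and Gm8898 are listed at the same positions, as are some sites of Gvin1 and Gm4070. Without Gvin1 and Gm4070, a choice made after the data were seen, 28 of 33 pairs had the same sign (one-sided permutation test, p = 5.70e-04). With only the sites with an absolute logFC of at least 1, this was 10 of 13 pairs (one-sided permutation test, p = 0.424).

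**Figure D2:**
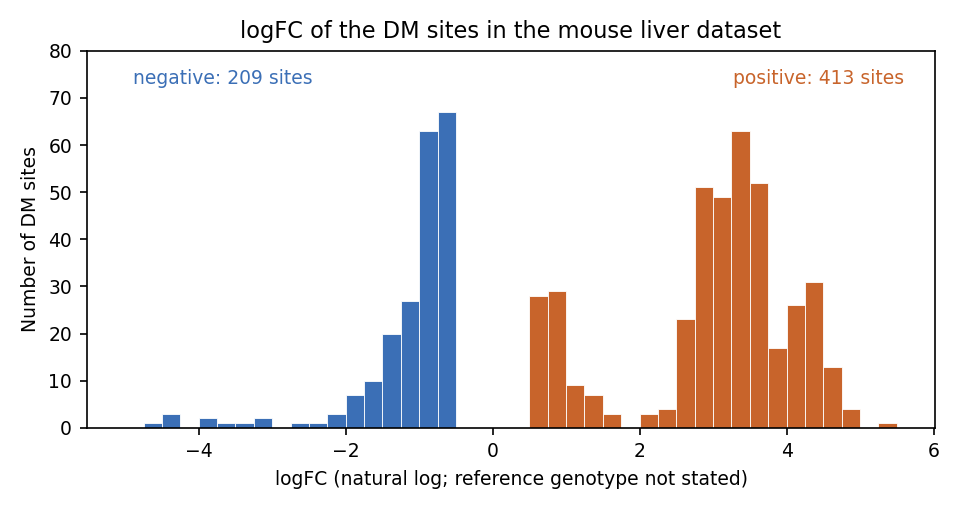
Number of DM sites of the mouse liver dataset (y axis) by logFC on the natural log scale in steps of 0.25 (x axis), with negative values in blue and positive values in orange. The 209 negative sites lie mostly between -2 and -0.50, and 337 of the 413 positive sites lie above 2.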

Unlike earlier pipelines that perform DM tests only on peaks identified from peak calling, RADAR directly tests on all filtered bins and reports DM sites. To check if the DM sites reported by RADAR are consistent with known characteristics of m^6^A, we performed de novo motif search on these sites and found DM sites detected in ovarian cancer, mouse liver, and T2D datasets are enriched for known m^6^A consensus motif (Additional file 1: Figure S10A) [18], suggesting DM sites reported by RADAR are mostly true. 

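For the mouse liver dataset, the 622 DM sites were searched for RRACH (R is A or G, and H is A, C or T) on the transcript strand. At least 1 match was found in 378 sites, or 60.8% (95% Wilson interval 56.9% to 64.5%). In random windows of the same lengths from the longest protein-coding transcript of each gene, the share was 50.5% (SD 2.01 percentage points over 10000 random sets), and none of the sets reached the share in the sites (one-sided, n = 622 sites, p = 1e-04, the smallest that 10000 sets can give). The alternative that narrowed the excess most without a change of motif or length was the shuffling of each site's sequence with its dinucleotides kept, after which 54.7% had a match (one-sided, n = 622 sites, p = 9.99e-04, the smallest that 1000 shuffled sets can give). The core GGAC was found in 164 sites, or 26.4% against 17.3% of random windows (one-sided, n = 622 sites, p = 1e-04).
The motif was more frequent among negative sites. RRACH was found in 146 of 209 sites with a negative logFC, or 69.9% (95% Wilson interval 63.3% to 75.7%), and in 232 of 413 sites with a positive logFC, or 56.2% (95% Wilson interval 51.4% to 60.9%), a difference of 13.7 percentage points (two-sided Fisher exact test, p = 9.60e-04). The share in positive sites was above that of random windows, 50.5% (one-sided, n = 413 sites, p = 0.0115). Base composition differed between the directions too. With the dinucleotides of each site shuffled, 61.7% of negative sites had a match (one-sided, n = 209 sites, p = 0.003) and 51.1% of positive sites (one-sided, n = 413 sites, p = 0.00899), so the excess over the shuffled sequence was closer between the directions than the shares themselves. Against windows of the same GC content, a background chosen after the data were seen, the random shares were 52.3% for negative and 49% for positive sites. The excess in negative sites stayed the larger one there. The same held against windows of the same transcripts, with 67% against 52.1% (n = 185 negative sites) and 56.4% against 50.3% (n = 385 positive sites). For GGAC, the shares in the 2 directions, 25.8% and 26.6%, did not differ (two-sided Fisher exact test, p = 0.848).
Every 5-mer was then compared between the sites and 10 random windows per site. After Benjamini-Hochberg adjustment over all 5-mers, 6 were more frequent in the sites at an adjusted p value under 0.05, and 2 of the 6 match RRACH. AGACT ranked first, found in 64 sites (10.3%) against 5.48% of windows (two-sided Fisher exact test, adjusted p = 7.91e-04), and GGACA was found in 63 sites (10.1%) against 6.24% (adjusted p = 0.0241). The other 4 were CCGAA, GGGCC, GACAC and GGGGC, and 21 5-mers were less frequent in the sites at the same threshold. GGACT was found in 7.56% of sites and 5.06% of windows, which did not pass (Fisher exact test, adjusted p = 0.132). Against windows drawn from the transcripts that hold the sites, 0 of the 5-mers were more frequent in the sites at the adjusted threshold (adjusted p = 0.0715 for AGACT from the Fisher exact test), 9 were less frequent, and 45 were more frequent at an unadjusted p value under 0.05. The 5-mers that match RRACH also depended on the sites counted. With 1 site per gene, AGACT passed (Fisher exact test, adjusted p = 0.0054) and GGACA did not (adjusted p = 0.0959). With sites of an absolute logFC of at least 1, neither AGACT (Fisher exact test, adjusted p = 0.0507) nor GGACA (adjusted p = 0.515) passed. With the 311 sites with the smallest p values, neither passed either (Fisher exact test, adjusted p = 0.289 and 0.123). Among the 209 negative sites, AGACT passed, with 14.4% against 4.98% of windows (Fisher exact test, adjusted p = 0.0013), and GGACA did not (adjusted p = 0.114). Among the 413 positive sites, neither passed (Fisher exact test, adjusted p = 0.199 and 0.163), and 0 of the 14 more frequent 5-mers matched RRACH. The 5-mer shares of the directions were not tested against each other. From the motif found in 3 of its datasets, mouse liver among them, the paper proposes that the DM sites reported by RADAR are mostly true. Its motif search drew the background from random peaks of the transcriptome, while random windows were used here. Bins depleted in IP or with few IP reads were removed before the DM test. Tested bins could therefore hold more RRACH than random windows even without a difference between the genotypes, so the shares here do not decide that question.

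**Figure D3:**
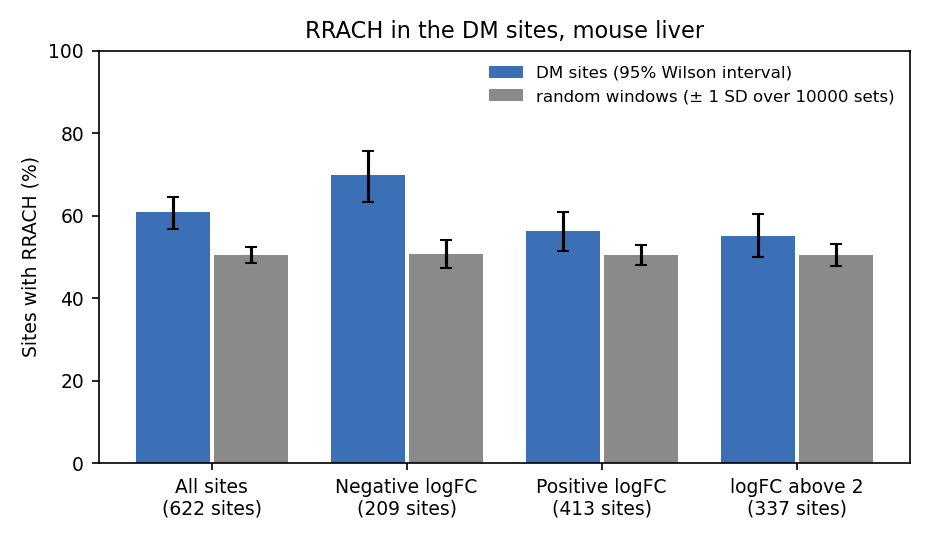
Share of DM sites of the mouse liver dataset with at least 1 RRACH match (blue, with 95% Wilson intervals) and share of random transcript windows of the same lengths (grey, mean and SD over 10000 sets), in percent on the y axis. The share is 60.8% for all sites, 69.9% for negative sites, 56.2% for positive sites and 55.2% for sites with a logFC above 2, against 50.5% to 50.7% in random windows.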

We also examined the topological distribution of these DM sites by metagene analysis (Additional file 1: Figure S10B). The distributions in ovarian cancer and mouse liver datasets are consistent with the topological distribution of common m^6^A sites, indicating methylation changes that occurred in these two datasets were not spatially biased. 

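In the mouse liver dataset, the midpoints of the 570 DM sites that lie on the longest protein-coding transcript of their gene were compared with random positions in the same transcripts. The CDS held 331 sites, or 58.1% (95% Wilson interval 54.0% to 62.1%), against 50.5% of random positions (two-sided, n = 570 sites, p = 2e-04, the smallest that 10000 random sets can give). The 3′UTR held 207 sites, or 36.3% (95% Wilson interval 32.5% to 40.3%), against 41.8% (two-sided, n = 570 sites, p = 0.004), and the 5′UTR held 32 sites, or 5.61%, against 7.74% (two-sided, p = 0.0514). The shares of CDS and 3′UTR depended on the sites counted: of the 311 sites with the smallest p values 285 could be placed, and 55.8% of these lay in the CDS (two-sided, n = 285 sites, p = 0.118) and 36.8% in the 3′UTR (p = 0.12). Within 400 nt of the stop codon lay 239 sites, or 41.9% (95% Wilson interval 37.9% to 46.0%), against 24.3% of random positions (one-sided, n = 570 sites, p = 1e-04, the smallest possible). Within 200 nt the shares were 24.2% and 12.6%.
The 2 directions were distributed differently. Positive sites did not differ from random positions of their transcripts in the CDS, with 52.7% against 52.3% (two-sided, n = 385 sites, p = 0.914), or in the 3′UTR, with 39.7% against 39.6% (two-sided, n = 385 sites, p = 0.981). The departures over all sites came from the negative sites, of which 69.2% lay in the CDS against 46.7% of random positions (two-sided, n = 185 sites, p = 2e-04) and 29.2% in the 3′UTR against 46.3% (two-sided, n = 185 sites, p = 2e-04). The 5′UTR held 1.62% of negative sites against 7.07% of random positions (two-sided, n = 185 sites, p = 4e-04). For positive sites this was 7.53% against 8.07% (two-sided, n = 385 sites, p = 0.773). Positive sites with a logFC under 2 were also low, at 2.7% against 9.84% (two-sided, n = 74 sites, p = 0.031). Near the stop codon, both directions were above random positions, which gave 22.1% for negative and 25.3% for positive sites (one-sided, n = 185 and n = 385 sites, p = 1e-04 for each). Of the 185 negative sites, 49.2% lay within 400 nt of the stop codon, against 38.4% of the 385 positive sites (two-sided Fisher exact test, p = 0.0183). The 3′UTR held 29.2% of the negative and 39.7% of the positive sites (two-sided Fisher exact test, p = 0.0156), and the 5′UTR held 3 negative sites, or 1.62%, and 29 positive sites, or 7.53% (p = 0.00307). The comparisons of stop codon and 5′UTR by direction were chosen after the values were seen. Among sites with an absolute logFC under 2, none of these 3 differences passed the threshold, with shares near the stop codon of 50.9% for negative and 48.6% for positive sites.

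**Figure D4:**
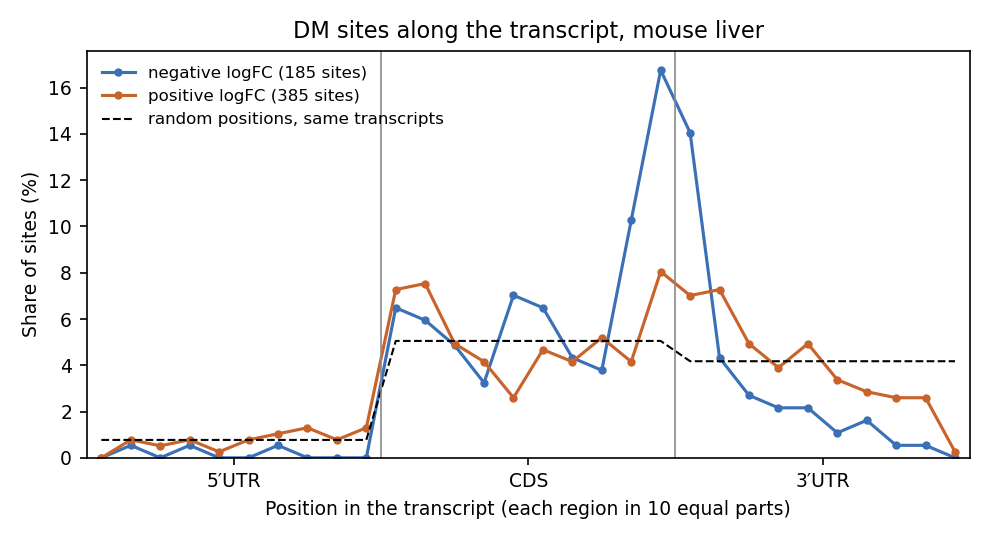
Share of DM sites of the mouse liver dataset in percent (y axis) along the 5′UTR, CDS and 3′UTR, each divided into 10 equal parts (x axis), for 185 negative sites (blue) and 385 positive sites (orange). The dashed line gives random positions in the transcripts of all 570 sites, and the highest point is the last part of the CDS for both directions, with 31 sites each.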

Interestingly, DM sites detected in T2D dataset are strongly enriched at 5′UTR, suggesting T2D-related m^6^A alteration are more likely to occur at 5′UTR.

### RADAR analyses of m^6^A-seq data connect phenotype with m^6^A-modulated molecular mechanisms

Finally, we investigated whether DM test results obtained from RADAR would lead to better downstream interpretation. In the ovarian cancer dataset, we performed KEGG pathway enrichment analysis on the differential methylated genes (DMGs) detected by RADAR (Fig. 5a). We found the detected DMGs were enriched with molecular markers related to ovarian cancer dissemination [19, 20]. For instance, we identified key regulators of the PI3K (enrichment *p* value 7.8 × 10^−5^) and MAPK pathways (enrichment *p* value 1.1 × 10^−4^), including hypo-methylated PTEN and hyper-methylated BCL2 (Additional file 1: Figure S11). Other notable DMGs include key markers of ovarian cancer such as MUC16 (CA-125) and PAX8, as well as genes that play key roles in ovarian cancer biology such as CCNE1 and MTHFR. Conversely, DMGs detected by MeTDiff were only enriched in three KEGG pathways (Fig. 5b), most likely due to its inadequate power. We showed through permutation analysis that exomePeak and Fisher’s test results included a significant portion of false positives and could lead to biased downstream interpretations.

**Fig. 5:**
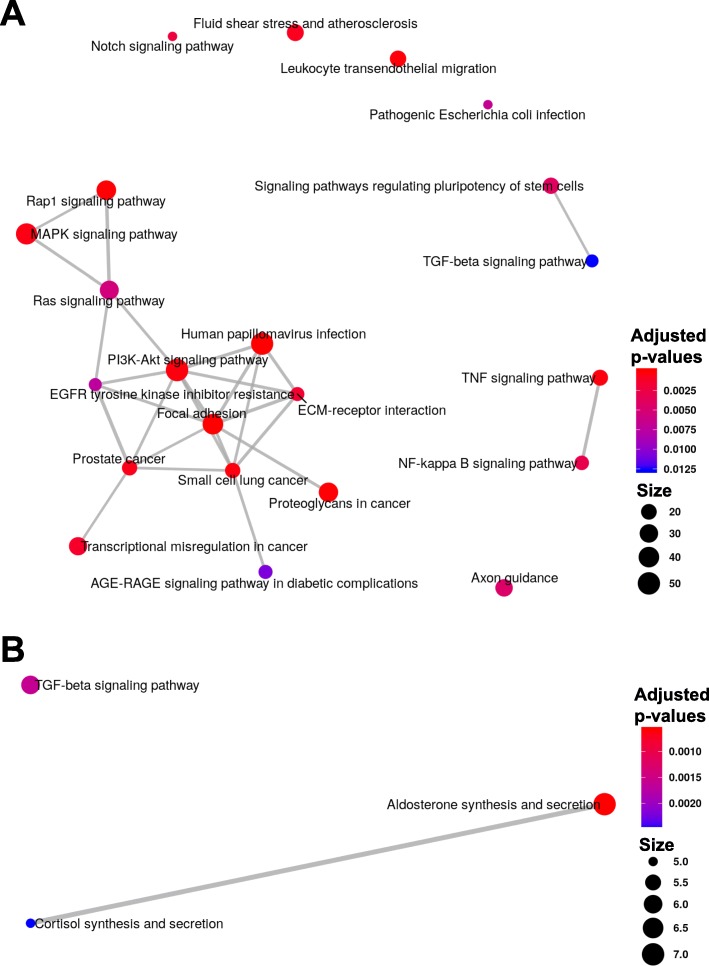
Pathways enriched in differential methylated genes identified in ovarian cancer and T2D datasets. We performed KEGG pathway enrichment analysis using *ClusterProfiler* [37] on DMGs identified in the ovarian cancer dataset by RADAR (**a**) and MeTDiff (**b**), respectively. The enrichment maps represent identified pathways as a network with edges weighted by the ratio of overlapping gene sets

In the T2D dataset, DMGs identified by RADAR were enriched in related pathways including insulin signaling pathways, type II diabetes mellitus, mTOR pathways, and AKT pathways (Additional file 1: Table S1), indicating a role that m^6^A might play in T2D. We further analyzed these DMGs in related pathways and found the methylome of insulin/IGF1-AKT-PDX1 signaling pathway been mostly hypo-methylated in T2D islets (Additional file 1: Figure S12). Impairment of this pathway resulting in downregulation of PDX1 has been recognized as a mechanism associated with T2D where PDX1 is a critical gene regulating β cell identity and cell cycle and promoting insulin secretion [21–24]. Indeed, follow-up experiment on a cell line model validated the role of m^6^A in tuning cell cycle and insulin secretion in β cells and animal model lacking methyltransferase Mettl14 in β cells recapitulated key T2D phenotypes (results presented in a separate manuscript, [25]). To summarize, RADAR-identified DMGs enabled us to pursue an in-depth analysis of the role that m^6^A methylation plays in T2D. On the contrary, due to the incapability to take sample acquisition batches as covariates, the alternative methods were underpowered to detect DM sites in T2D dataset and could not lead to any in-depth discovery of m^6^A biology in T2D islets. These examples suggest that MeRIP-seq followed by RADAR analysis could further advance functional studies of RNA modifications.

### Validation of RADAR-detected DM sites by the SELECT method

Recently, Xiao et al. developed an elongation and ligation-based qPCR amplification method (termed SELECT) for single nucleotide-specific detection of m^6^A [26]. This method relies on mechanism different from antibody pull-down-based MeRIP-seq to detect m^6^A, making it a suitable method for validating DM sites discovered by RADAR analysis. We selected six DM sites (Additional file 1: Table S2) including two sites only detected by RADAR and four sites in genes important in β cell for experimental validation using the SELECT method. Among six validated sites, the β cells regulator PDX1 and RADAR-specific DM sites showed significant m^6^A level alteration with *p* values 0.009 and 0.017, respectively (Fig. 6). Three other sites, IGF1R in the insulin/IGF1-AKT-PDX1 signaling pathway, MAFA—another important regulator of β cell function, and RADAR-specific DM site in CPEB2, showed m^6^A changes consistent with RADAR result despite not reaching statistical significance. The sites in the TRIB3 gene are similarly methylated in control and T2D samples as measured by SELECT. Overall, five out of six experimentally validated sites were supported by orthogonal evidence by SELECT, confirming the reliability of RADAR-detected differential methylation sites.

**Fig. 6:**
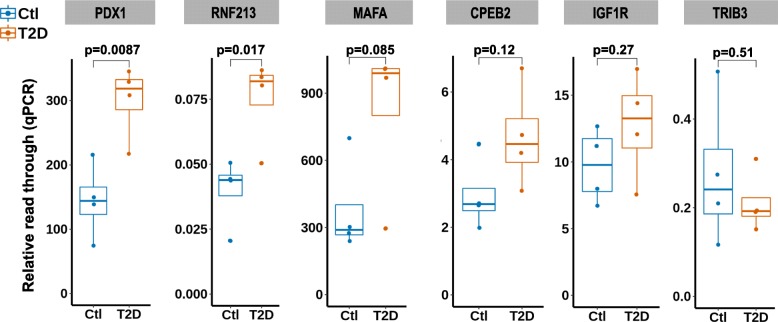
Experimental validation of RADAR-detected DM sites using the SELECT method. We applied antibody independent method SELECT on T2D samples (*N* = 4). Shown are SELECT results of six putative DM sites for validation. SELECT measures the relative abundance of non-methylated RNA molecules of target locus as represented by the elongation and ligation “read through” of oligo probes. Thus, SELECT results—“relative read through”—are inversely correlated with m^6^A level

## Discussion

Sample size is an important parameter of the study design that directly affects the power and reproducibility of an inferential test [27]. DM analyses based on less than three biological replicates are still common practice in the RNA epigenetics field and have been shown to exhibit poor reproducibility [28]. To explore the influence of sample size on the power and reproducibility of DM detection, we ran tests on 10 copies of simulated data with effect size equal to 0.75 (roughly twofold enrichment difference) from two replicates (commonly used) to eight replicates (up-to-date highest). We show that at an FDR cutoff of 10% to select DM loci, FDR increases rapidly as the sample size gets smaller and less than 5 (Fig. 7). When the sample size is greater than 6, improvement of FDR is slow while sensitivity climbs rapidly. Our simulation results show the number of replicates greatly influences sensitivity and reproducibility of DM detection as each additional replicate can bring significant gain of area under ROC curve (Additional file 1: Figure S13). To ensure adequate power and reliable DM analysis, we strongly suggest using no less than five biological replicates when surveying the alterations in the epitranscriptome of human samples with commonly sequenced library sizes (≥ 20 million mappable reads).

**Fig. 7:**
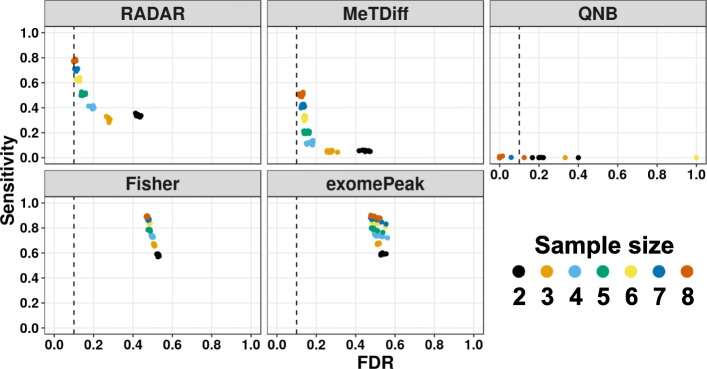
The influence of sample size on the statistical power of differential methylation analysis. Sensitivity vs. empirical FDR for each method on simulated data with different numbers of replicates (2 to 8) at 10% FDR. Each data point represents the results on one of ten simulated copies. Sample sizes are labeled by colors

The choice of bin size in the RADAR analysis concerns the tradeoff between resolution and accuracy. At a given sequencing depth, the smaller the bin, the higher resolution achieved. However, a smaller bin size also implies fewer reads in a bin, resulting in increased sampling noise. At common library size of 20 million mappable reads or above, the default bin size (50 bp) should enable sufficient coverage for most enriched regions in the IP library. We recommend to use larger bin size (e.g., 100-bp) for data with smaller library sizes (< 15 million mappable reads) to include enough reads in each bin for DM tests.

A potential caveat of using gene-level instead of local read count to represent pre-IP expression level is that exon-specific expression variation in alternative splicing scenarios would be underrepresented. Filtering out DM sites that co-localize with alternative spliced exons in post-processing could help avoid false signals due to this caveat.

## Conclusion

Using simulation and real m^6^A-seq datasets, we demonstrated that RADAR can achieve higher sensitivity with lower FDR than existing methods in the DM analysis. Taking advantage of newly developed SELECT method for experimental validation, we verified that RADAR analysis can uncover true differentially methylated sites. RADAR is a general framework that can be applicable to comparative profiling by MeRIP-seq of various types of RNA modifications including but not limited to *N*^6^-methyladenosine, *N*^1^-methyladenosine, and 5-methylcytosine. It also offers great flexibility to adopt to a wide range of mean-variance relationships in the data and accommodate different study designs. We believe RADAR will greatly advance our knowledge of the functions of post-transcriptional modifications.

## Material and methods

### Ovarian cancer samples

All human tissue samples were collected with informed consent under approved University of Chicago Institutional Review Board protocols and in accordance with the Declaration of Helsinki. All experiments were conducted in accordance with approved protocol guidelines and regulations. Six omental tumor tissues were collected from newly diagnosed patients with advanced, metastatic high-grade serous ovarian cancer during primary debulking surgery at the University of Chicago. Seven normal fallopian tube tissues were collected from patients with benign gynecological conditions at the time of surgery.

### T2D samples

A minimum of 20,000 human islets equivalents (IEQs)/patient were obtained from the Integrated Islet Distribution Program (IIIDP) and Prodo Laboratories. Upon receipt, islets were cultured overnight in Miami Media #1A (Cellgro, USA) and then handpicked, washed twice by self-sedimentation with ice-cold DPBS, and pelleted for RNA isolation. All studies and protocols used were approved by the Joslin Diabetes Center’s Committee on Human Studies (CHS#5-05). Samples from eight T2D patients and seven non-diabetic controls were collected for analyses in this study.

### Mouse liver samples

Mouse liver tissues were collected from wild type Albumin-Cre;*Mettl14*^+/+^ and Albumin-Cre;*Mettl14*^flox/flox;Cre^ liver-specific conditional knockout mice [29]. Four wild type and four *Mettl14* cKO mice on 42% high-fat diet for 3 months were sequenced and analyzed.

### RNA extraction and m^6^A-MeRIP-seq

Total RNA was extracted from tissues using TRIzol (Invitrogen) according to the manufacturer’s instruction. For T2D and mouse liver samples, mRNA was further purified with Dynabeads mRNA DIRECT purification kit (Thermo Fisher, cat. 61,011). mRNA was adjusted to 15 ng/μl in 100 μl and fragmented using Bioruptor ultrasonicator (Diagenode) with 30 s on/off for 30 cycles. m^6^A-immunoprecipitation (m^6^A-IP) was performed using EpiMark N6-Methyladenosine enrichment kit (NEB cat. E1610S). RNA eluted from m^6^A-IP was cleaned using RNA Clean and Concentrator (Zymo Research, cat. R1013). Input and IP samples were then used to prepare library with KAPA mRNA Hyper Kit (Roche, Cat. KK8541). For fallopian tube and omental tumor tissues, total RNA was fragmented and directly subjected to m^6^A-IP. Takara Pico-Input Strand-Specific Total RNA-seq for Illumina (Takara, Cat. 634413) was used to construct libraries from total RNA where ribosome-derived cDNA was removed before final library amplification. T2D and mouse liver libraries were sequenced by the HiSeq4000 platform at SE50 mode. The ovarian cancer libraries were sequenced by the NextSeq 500 platform at PE37 mode.

### Data preparation

For each dataset, the raw sequencing data were mapped to the corresponding reference genome (hg38 for human, and mm10 for mouse) by *Hisat2* [30] with parameter -x 1. The BAM files obtained from alignment are used as an input file for RADAR.

### Read count pre-processing

RADAR takes a GTF file as an input for gene annotation and obtains a gene model using the R package *GenomicFeatures* [31]. Exons of a gene are concatenated to form the “longest isoform” transcript, which is then divided into bins of user-defined size. The R package *Rsamtools* [32] is used to extract and quantify aligned reads from BAM files in each bin. The gene-level counts of INPUT library are obtained by summing up bin-level read counts of each gene.

### Normalization

Unlike previous methods [8–11] that scale read counts to library sizes as a way of normalization, which can be strongly skewed by highly expressed genes [16] (Additional file 1: Figure S1), RADAR considers INPUT and IP samples separately. The INPUT sample is essentially an RNA-seq library; therefore, we directly apply the median-of-ratio method implemented in DESeq2, which is robust to outliers, to estimate a sample-wise size factor for each sample from INPUT gene-level counts. In regard to the IP sample, the abundance of read counts *t*_*i*, *j*_ depends on the abundance of RNA in the pre-IP RNA pool, the overall IP efficiency of that sample, the total sequencing depth of that IP library, and the methylation level of that locus. To normalize the variation due to sample-wise IP efficiency difference and sequencing depth variations of IP libraries, we estimate a sample-wise size factor from the fold enrichment $$ {E}_{i,j}=\frac{t_{i,j}}{s_{{\mathrm{gene}}_m,j}} $$ of the top 1% bins ranked by IP read counts where *t*_*i*, *j*_ is IP read counts and $$ {s}_{{\mathrm{gene}}_m,j} $$ is the normalized *geneSum* (gene-level) read count at corresponding gene. The reason that only top bins are used to estimate the overall IP efficiency is to exclude the regions where IP read counts are mainly attributed to non-specific binding.

### Adjust IP read count for pre-IP RNA expression level

To account for the pre-IP gene expression level variation in IP read counts, we compute a gene-wise size factor by centering normalized gene-level counts to 1. For each bin, we divide the normalized IP read counts by the gene-wise size factor of the corresponding gene. The resulting IP read counts now reflect the methylation level as other factors have all been accounted for. The adjusted IP read counts representing methylation levels are further used for DM tests.

### Data filtering

We apply two filters to remove unwanted bins in the data: (1) we remove bins in which reads are depleted in IP libraries because read counts in these bins are likely attributed to non-specific binding during the immunoprecipitation and (2) we remove bins in which raw IP read counts are smaller than 15 (this cutoff can be defined by the user) because signals in regions without sufficient coverage will be too noisy and unreliable. Low IP read count also implies that the bin is likely a non-methylated region.

### Model for DM test

For each bin, we model the processed IP read counts *Y*_*i*_ in the *i*th sample as follows:

1 $$ {\displaystyle \begin{array}{rrr}{Y}_i& \sim & Poi\left({\lambda}_i\right)\\ {}\log \left({\lambda}_i\right)& =& \mu +\boldsymbol{X}\boldsymbol{\beta } +{e}_i=\mu +{X}_0\ {\beta}_0+{\sum}_{j=1}^k{X}_j\ {\beta}_j+{e}_i,\end{array}} $$

where *λ*_*i*_ is the mean of a Poisson distribution, *μ* is a bin-specific intercept, **X** is the design matrix including the indicator of the groups of interest *X*_0_ and covariates *X*_*j*_ (*j* = 1, …, *k*), ***β*** represent associated coefficients, and *e*_*i*_ is a random effect following a log gamma distribution with a scale parameter *ψ* and mean equal to 1, i.e., *e*_*i*_ ∈ log *Gamma*(*ψ*, *ψ*). Introducing a new variable *w*_*i*_ ∈ *Gamma*(*ψ*, *ψ*), we have *λ*_*i*_ = *e*^μ + **X*β***^*w*_*i*_. The differential analysis is equivalent to test against the null hypothesis *β*_0_ = 0.

After integrating out *w*_*i*_, the likelihood of observing the data given all other parameters *Θ* is:

$$ {\displaystyle \begin{array}{rrr}P\left(\mathrm{Y}|\varTheta, -{w}_i\right)& =& \int {e}^{-{w}_i{e}^{\upmu +\mathbf{X}\boldsymbol{\beta }}}\frac{{\left({w}_i{e}^{\upmu +\mathbf{X}\boldsymbol{\beta }}\right)}^{Y_i}}{Y_i!}\frac{\psi^{\psi }{w}_i^{\psi -1}{e}^{-\psi {w}_i}}{\varGamma \left(\psi \right)}d{w}_i\\ {}& =& \frac{\psi^{\psi }}{Y_i!}\frac{\varGamma \left({Y}_i+\psi \right)}{\varGamma \left(\psi \right)}\frac{{\left({e}^{\upmu +\mathbf{X}\boldsymbol{\beta }}\right)}^{Y_i}}{{\left({e}^{\upmu +\mathbf{X}\boldsymbol{\beta }}+\psi \right)}^{Y_i+\psi }}\end{array}} $$

The marginal log likelihood of observing **Y** can be written as:

$$ \log L\left(\mathbf{Y}\right)\kern0.5em =\kern0.5em \sum \limits_i^n\left[{Y}_i\left(\upmu +\mathbf{X}\boldsymbol{\beta } \right)+\psi \log \psi +\log \varGamma \left({Y}_i+\psi \right)-\log {Y}_i!-\log \varGamma \left(\psi \right)-\left({Y}_i+\psi \right)\log \left({e}^{\upmu +\mathbf{X}\boldsymbol{\beta }}+\psi \right)\right] $$

We use the gradient ascent algorithm to calculate maximum likelihood estimators of all the parameters, which involves the calculation of the first derivatives.

$$ {\displaystyle \begin{array}{rrr}\frac{\partial \log L\left(\mathbf{Y}\right)}{\partial {\beta}_k}& =& \sum \limits_i^n\ \left[{Y}_i-\left({Y}_i+\psi \right)\frac{e^{\upmu +\mathbf{X}\boldsymbol{\beta }}}{e^{\upmu +\mathbf{X}\boldsymbol{\beta }}+\psi}\right]{X}_{ik}\\ {}\frac{\partial \log L\left(\mathbf{Y}\right)}{\partial \psi }& =& \sum \limits_i^n\Big[\log \psi +1-\frac{Y_i+\psi }{e^{\upmu +\mathbf{X}\boldsymbol{\beta }}+\psi }-\log \left({e}^{\upmu +\mathbf{X}\boldsymbol{\beta }}+\psi \right)\\ {}& & + digamma\left({Y}_i+\psi \right)- digamma\left(\psi \right)\Big]\\ {}\frac{\partial \log L\left(\mathbf{Y}\right)}{\partial \mu }& =& \sum \limits_i^n\left[{Y}_i-\left({Y}_i+\psi \right)\frac{e^{\upmu +\mathbf{X}\boldsymbol{\beta }}}{e^{\upmu +\mathbf{X}\boldsymbol{\beta }}+\psi}\right]\end{array}} $$

In each iteration, the parameters are updated through $$ {\varPhi}_{\left(t+1\right)}={\varPhi}_{(t)}+{s}_{\left(t+1\right)}{\frac{\partial \log \left(\mathbf{Y}\right)}{\partial \varPhi}}_{\mid \varPhi ={\varPhi}_{(t)}} $$. The step size *s*_(*t* + 1)_ is determined by a line search algorithm. Finally, a Wald test is derived to test against *β*_0_ = 0, i.e., the test statistics is $$ \hat{\beta_0} $$/sd($$ \hat{\beta_0} $$) where $$ \hat{\beta_0} $$ is the MLE and sd($$ \hat{\beta_0} $$) is estimated using observed Fisher information.

### Post-processing

Since the DM tests are performed on consecutive bins on the mRNA, post-processing is needed to merge connected bins that contain reads derived from the same methylation site and report their genome coordinates instead of mRNA coordinates. Specifically, we filter all the bins under user-defined FDR cutoffs and merge adjacent significant bins to a single peak. 

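Of the 622 DM sites of the mouse liver dataset in the authors' deposited table, 616 are 50 nt long and 6 are between 98 and 100 nt long, so nearly all are a single bin. There are 43 sites in the authors' deposited table with more than 1 exon block, 41 with 2 blocks and 2 with 3. An example is the site of Ppp1r12c on chromosome 7, which runs from 4483362 to 4483483 on GRCm38 and covers 50 nt of the CDS in 2 blocks. Joined across the intron and read on the transcript strand, its sequence is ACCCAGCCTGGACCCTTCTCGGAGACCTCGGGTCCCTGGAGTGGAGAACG, with the RRACH matches GGACC and AGACC from its positions 10 and 23. The site of Cd200r1 on chromosome 16 runs from 44793378 to 44794231 and likewise covers 50 nt of the CDS in 2 blocks. Some positions are listed under several genes: 13 rows of the authors' deposited table share 5 positions, and 1 of these, on chromosome 2 from 175653429 to 175653478, is listed under 5 names.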

To represent the mRNA peaks using the genome coordinate, we report the final result in BED12 format, which can specify exon blocks for an intron-spanning interval.

### Simulation analysis

To assess the sensitivity and specificity of each method on detecting true DM sites, we simulated dataset of eight replicates with and without covariate. Since RADAR make inferential test on fold enrichment (pre-processed IP read counts adjusted for input RNA level variation), we first simulated this enrichment data (pre-processed IP read counts) using model (1). We draw the distribution of gene-specific intercept parameter *μ* (equivalent to baseline sequencing depth of control samples) and random effect parameter *ψ* from real data (T2D) to better reflect the property of real data. For each dataset, we simulated 26,324 sites where 20% of them were pre-defined as true DM sites with effect sizes of 0.5, 0.75, or 1. At pre-defined true DM sites, we simulated read counts with ***β =*** 0.5 (or 0.75 or 1) while ***β =*** 0 at null sites. Other alternative methods take INPUT and IP read counts as input data for DM tests. To convert our simulated enrichment data into paired INPUT and IP read counts, we used INPUT read counts from the real T2D dataset and generated corresponding IP read counts by rescaling simulated IP counts to match the IP/INPUT ratio in the real data.

We then applied RADAR, MeTPeak (version 1.1) [8], QNB (version 1.1.11) [10], Fisher’s exact test, and exomePeak (version 2.17.0) [11] to the simulated data. We used the Benjamini-Hochberg method to adjust for multiple comparisons. Using an FDR cutoff at 10% (or 1%, 5% … in sliding threshold analysis), we obtained a set of predicted DM sites for each method. We then checked whether pre-defined true DM sites were predicted to be DM site. To evaluate the performance, we computed sensitivity by dividing the number of overlaps between predicted DM sites and true sites by the number of true sites. We also computed the empirical FDR by dividing the number of predicted sites that is not in the true sites by the number of predicted sites. To evaluate effect of covariates on the performance, we repeated the above analysis using model (1) with an additional binary categorical (such as gender) variable with an effect size of 2. There are three covariates included in the T2D data analysis. The covariate with the largest effect size ranges from 0 to 4. We chose an intermediate effect size of 2 to represent a moderately challenging scenario in real data.

Next, we repeated the simulation analysis with an alternative model as described in the QNB manuscript [10], termed as the “QNB model.” Unlike model (1) that directly simulates the enrichment as pre-processed IP read counts, the QNB model simulates the paired INPUT and IP read counts separately, each following a negative binomial distribution. The original QNB model sets equal variance for both INPUT and IP data. However, we observe that in the MeRIP-seq, the IP read counts usually have higher variability than the INPUT read counts due to extra variation introduced during the IP process (Fig. 1c and Additional file 1: Figure S4). Therefore, we modified the QNB model so that the variance parameter for IP is a magnitude higher than INPUT. Similarly, we generated data for the simple case as well as the difficult case with one confounding factor using the QNB model and applied each method to test for DM loci.

### Coverage sub-sampling analysis

To demonstrate that the robust measurement of pre-IP RNA level implemented in RADAR improves the robustness to varying INPUT sequencing depth, we used T2D dataset as an example and performed sequencing depth sub-sampling analysis. We used the Sambamba [33] with parameters “view -h -t 20 -s 0.5 -f bam –subsampling-seed=1231” to sub-sample half of the reads from BAM files of INPUT samples. To count the overlap between results from sub-sampled and full data, we first obtained filtered bins that are shared in both datasets, then count the bin if it reached significant threshold in both datasets. To compare the log fold change (logFC) estimates, we plotted the logFC estimated from the sub-sampled data against that estimated from the full data by each method.

### De novo motif discovery and metagene analysis

To examine if the putative DM sites detected by RADAR are consistent with known characteristics of m^6^A sites, we performed de novo motif discovery analysis using the *findMotifs* function of homer2 [34] with parameter “-len 5,6 -rna -p 20 -S 5 –noknown.” A background sequence of randomly sampled peaks on transcriptome was used in the motif analysis.

Topological distribution of putative DM sites was plotted on a metagene using R package Guitar [35].

### Pathway enrichment analysis

A pathway enrichment analysis was performed on the DMGs identified from the ovarian cancer dataset using KEGG pathways [36] using the *enrichKEGG* function in R package *ClusterProfiler* [37].

### Experimental validation by SELECT method

SELECT is an elongation and ligation-based method that can distinguish single m^6^A site from A site [26]. Briefly, we design two oligos flanking the target m^6^A/A site that leave a gap on the m^6^A/A site. Then, *Bst* DNA polymerase and SplintR ligase are used to fill the gap where m^6^A hinders the elongation of the complementary oligo and thus prevent the gap to be filled. Finally, qPCR targeting the ligated oligo is used to quantify the abundance of the non-methylated RNA molecules. qPCR quantification targeting a nearby region on the target gene is used to normalize the gene expression variation. Since readout of SELECT method reflects relative abundance of non-methylated molecules, we expect the SELECT result to be inversely correlated to the m^6^A levels.

Since SELECT method involves many steps for each site and is not feasible for high-throughput analysis, we selected six sites including two DM sites that were only detected by RADAR and four DM sites that were implicated in T2D biology for experimental validation. We first matched RRACH motif in the putative DM peak and designed complementary oligos of 30 nt flanking the putative m^6^A site. An additional 21 nt sequence at 5′ of the up-probe and 20 nt sequence 3′ of the down-probe were added to the oligos as universal primer sequence. For each DM site, we also designed a pair of primer targeting the gene harboring the DM site (see Additional file 1: Table S3 for oligo and primer sequences).

We applied the SELECT method to four control and T2D samples that have enough RNA material leftover from sequencing experiment. For each sample, 50 ng of total RNA was mixed with 0.8 μl up-probe and down-probe oligo (1 μM) of each target m^6^A site, 1 μl dTTP (100 μM), and 2 μl 10X CutSmart buffer (NEB) supplemented with H_2_O to 17 μl total volume. The mix was incubated at a temperature gradient: 90 °C for 1 min, 80 °C for 1 min, 70 °C for 1 min, 60 °C for 1 min, 50 °C for 1 min, and then 40 °C for 6 min. Subsequently, a 3 μl of enzyme mixture containing 0.5 μl *Bst* 2.0 DNA polymerase (0.02 U/μl) (NEB M0275S), 0.5 μl SplintR ligase (1 U/μl) (NEB M0375S), and 2 μl ATP (5 mM) was added in the former mixture to the final volume of 20 μl. The final reaction mixture was incubated at 40 °C for 20 min then denatured at 80 °C for 20 min. Then, qPCR reaction to quantify the “read through” oligos was assembled by 10 μl 2X qPCR master mix, 0.8 μl universal primer as designed in the oligo probes (10 μM), 2 μl reaction from previous step, and 7.2 μl H_2_O. To quantify the RNA expression level of each gene harboring the m^6^A site, we first prepared the cDNA from 50 ng of total RNA using SuperScript VILO Master Mix (Thermo Fisher 11755050). Then, 2 μl of cDNA was used for qPCR quantification of each gene. Finally, the gene expression level quantification was used to normalize the “read through” oligo probe quantification to obtain “relative read through” level for each site. Note the “relative read through” level reflects the non-methylated level, which is inversely correlated with m^6^A site.

### Sample size analysis

To investigate the effect of sample size on the power of detecting DM sites, we simulated datasets of varying sample sizes from *N* = 2 to *N* = 8 using Model (1) without covariates. We assessed the performance by plotting the sensitivity of each method against its FDR using DM loci obtained at an FDR cutoff of 10%. Additionally, we also made the ROC curve for each sample size by varying the FDR cutoffs when selecting predicted sites (Additional file 1: Figure S13).

## Availability of data and materials

### Software availability

Our method is implemented as a C++/R package and is freely available at https://github.com/scottzijiezhang/RADAR [38] under GNU General Public License (GPL-v3.0).

Reproducible documents with all the analysis presented in the paper are available at https://scottzijiezhang.github.io/RADARmanual/Reproducible.html.

Source code of the software can be found at Zenodo repository: 10.5281/zenodo.3561035

### Data availability

All MeRIP-seq datasets sequenced and analyzed in this manuscript have been deposited in GEO repository: GSE 119168 (ovarian cancer), GSE 120024 (T2D), and GSE 119490 (mouse liver). The mouse brain dataset was downloaded from GSE 113781 [7].

## Supplementary information

**Additional file 1: Figure S1.** Scatter plot of read count. **Figure S2.** Read count distribution of INPUT data. **Figure S3.** Sequencing depth distribution of m6A-seq in published literatures. **Figure S4.** Variability distribution comparing RNA-seq and m6A-seq (MeRIP-seq). **Figure S5.** Evaluating performances of benchmarked methods on simulated data using sliding thresholds. **Figure S6.** P-value and effect size estimates on simulated data. **Figure S7.** Coverage plot of individual samples for example DM sites and bogus sites in the T2D dataset. **Figure S8.** Compare the methods to adjust for gene expression level. **Figure S9.** Compare results obtained from shallower sequence depth with that from original depth. **Figure S10.** Motif analysis and topological distribution of putative DM sites. **Figure S11.** Coverage plot to visualize differential m6A peaks in ovarian cancer. **Figure S12.** Representation of Insulin/IGF1-AKT-PDX1 pathway. **Figure S13.** Analysis of statistical power and the number of replicates. **Table S1.** Enriched DM genes in KEGG pathways in the T2D dataset. **Table S2.** Selected DM sites for experimental validation. **Table S3.** Oligo probes sequences and qPCR primer sequences.

**Additional file 2.** Review history.

## References

[1] Willyard C (2017). A new twist on epigenetics. Nature.

[2] Zhao BS, Roundtree IA, He C (2017). Post-transcriptional gene regulation by mRNA modifications. Nat Rev Mol Cell Biol.

[3] Roundtree IA, Evans ME, Pan T, He C (2017). Dynamic RNA modifications in gene expression regulation. Cell.

[4] Dominissini D, Moshitch-Moshkovitz S, Schwartz S, Salmon-Divon M, Ungar L, Osenberg S, Cesarkas K, Jacob-Hirsch J, Amariglio N, Kupiec M (2012). Topology of the human and mouse m6A RNA methylomes revealed by m6A-seq. Nature.

[5] Meyer KD, Saletore Y, Zumbo P, Elemento O, Mason CE, Jaffrey SR (2012). Comprehensive analysis of mRNA methylation reveals enrichment in 3′ UTRs and near stop codons. Cell.

[6] Dominissini D, Nachtergaele S, Moshitch-Moshkovitz S, Peer E, Kol N, Ben-Haim MS, Dai Q, Di Segni A, Salmon-Divon M, Clark WC (2016). The dynamic N(1)-methyladenosine methylome in eukaryotic messenger RNA. Nature.

[7] Engel M, Eggert C, Kaplick PM, Eder M, Röh S, Tietze L, Namendorf C, Arloth J, Weber P, Rex-Haffner M (2018). The role of m6A/m-RNA methylation in stress response regulation. Neuron.

[8] Cui X, Zhang L, Meng J, Rao MK, Chen Y, Huang Y (2018). MeTDiff: a novel differential RNA methylation analysis for MeRIP-Seq data. IEEE/ACM Trans Comput Biol Bioinform.

[9] Liu L, Zhang SW, Gao F, Zhang Y, Huang Y, Chen R, Meng J (2016). DRME: count-based differential RNA methylation analysis at small sample size scenario. Anal Biochem.

[10] Liu L, Zhang SW, Huang Y, Meng J (2017). QNB: differential RNA methylation analysis for count-based small-sample sequencing data with a quad-negative binomial model. BMC Bioinformatics.

[11] Meng J, Lu Z, Liu H, Zhang L, Zhang S, Chen Y, Rao MK, Huang Y (2014). A protocol for RNA methylation differential analysis with MeRIP-Seq data and exomePeak R/Bioconductor package. Methods.

[12] Meng J, Cui X, Rao MK, Chen Y, Huang Y (2013). Exome-based analysis for RNA epigenome sequencing data. Bioinformatics.

[13] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[14] Pimentel H, Bray NL, Puente S, Melsted P, Pachter L (2017). Differential analysis of RNA-seq incorporating quantification uncertainty. Nat Methods.

[15] Robinson MD, McCarthy DJ, Smyth GK (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[16] Robinson MD, Oshlack A (2010). A scaling normalization method for differential expression analysis of RNA-seq data. Genome Biol.

[17] Anders S, Huber W (2010). Differential expression analysis for sequence count data. Genome Biol.

[18] Liu J, Yue Y, Han D, Wang X, Fu Y, Zhang L, Jia G, Yu M, Lu Z, Deng X (2013). A METTL3–METTL14 complex mediates mammalian nuclear RNA N6-adenosine methylation. Nat Chem Biol.

[19] Luo J, Manning BD, Cantley LC (2003). Targeting the PI3K-Akt pathway in human cancer: rationale and promise. Cancer Cell.

[20] Zhang Y, Kwok-Shing Ng P, Kucherlapati M, Chen F, Liu Y, Tsang YH, de Velasco G, Jeong KJ, Akbani R, Hadjipanayis A (2017). A pan-cancer proteogenomic atlas of PI3K/AKT/mTOR pathway alterations. Cancer Cell.

[21] Stoffers DA, Zinkin NT, Stanojevic V, Clarke WL, Habener JF (1997). Pancreatic agenesis attributable to a single nucleotide deletion in the human IPF1 gene coding sequence. Nat Genet.

[22] Guo S, Dai C, Guo M, Taylor B, Harmon JS, Sander M, Robertson RP, Powers AC, Stein R (2013). Inactivation of specific β cell transcription factors in type 2 diabetes. J Clin Invest.

[23] Oliver-Krasinski JM, Kasner MT, Yang J, Crutchlow MF, Rustgi AK, Kaestner KH, Stoffers DA (2009). The diabetes gene Pdx1 regulates the transcriptional network of pancreatic endocrine progenitor cells in mice. J Clin Invest.

[24] Humphrey RK, Yu S-M, Flores LE, Jhala US (2010). Glucose regulates steady-state levels of PDX1 via the reciprocal actions of GSK3 and AKT kinases. J Biol Chem.

[25] De Jesus Dario F., Zhang Zijie, Kahraman Sevim, Brown Natalie K., Chen Mengjie, Hu Jiang, Gupta Manoj K., He Chuan, Kulkarni Rohit N. (2019). m6A mRNA methylation regulates human β-cell biology in physiological states and in type 2 diabetes. Nature Metabolism.

[26] Xiao Y, Wang Y, Tang Q, Wei L, Zhang X, Jia G (2018). An elongation- and ligation-based qPCR amplification method for the radiolabeling-free detection of locus-specific N(6)-methyladenosine modification. Angew Chem Int Ed Engl.

[27] Conesa A, Madrigal P, Tarazona S, Gomez-Cabrero D, Cervera A, McPherson A, Szczesniak MW, Gaffney DJ, Elo LL, Zhang X, Mortazavi A (2016). A survey of best practices for RNA-seq data analysis. Genome Biol.

[28] McIntyre ABR, Gokhale NS, Cerchietti L, Jaffrey SR, Horner SM, Mason CE: Limits in the detection of m6A changes using MeRIP/m6A-seq. bioRxiv 2019.10.1038/s41598-020-63355-3PMC717096532313079

[29] Yoon KJ, Ringeling FR, Vissers C, Jacob F, Pokrass M, Jimenez-Cyrus D, Su Y, Kim NS, Zhu Y, Zheng L (2017). Temporal control of mammalian cortical neurogenesis by m(6)A methylation. Cell.

[30] Kim D, Langmead B, Salzberg SL (2015). HISAT: a fast spliced aligner with low memory requirements. Nat Methods.

[31] Lawrence M, Huber W, Pages H, Aboyoun P, Carlson M, Gentleman R, Morgan MT, Carey VJ (2013). Software for computing and annotating genomic ranges. PLoS Comput Biol.

[32] Morgan M, Pag’es He, Obenchain V, Hayden N: Rsamtools: binary alignment (BAM), FASTA, variant call (BCF), and tabix file import. 2018.

[33] Tarasov A, Vilella AJ, Cuppen E, Nijman IJ, Prins P (2015). Sambamba: fast processing of NGS alignment formats. Bioinformatics.

[34] Heinz S, Benner C, Spann N, Bertolino E, Lin YC, Laslo P, Cheng JX, Murre C, Singh H, Glass CK (2010). Simple combinations of lineage-determining transcription factors prime cis-regulatory elements required for macrophage and B cell identities. Mol Cell.

[35] Cui X, Wei Z, Zhang L, Liu H, Sun L, Zhang S-W, Huang Y, Meng J (2016). Guitar: an R/Bioconductor package for gene annotation guided transcriptomic analysis of RNA-related genomic features. Biomed Res Int.

[36] Kanehisa M, Furumichi M, Tanabe M, Sato Y, Morishima K (2017). KEGG: new perspectives on genomes, pathways, diseases and drugs. Nucleic Acids Res.

[37] Yu G, Wang LG, Han Y, He QY (2012). clusterProfiler: an R package for comparing biological themes among gene clusters. OMICS.

[38] Zhang, Z., Zhan Q., Eckert M., Zhu A. , Chryplewicz A., De Jesus D.F. , et al. RADAR: differential analysis of MeRIP-seq data with a random effect model. Github. https://github.com/scottzijiezhang/RADAR (2019).10.1186/s13059-019-1915-9PMC692717731870409

How the deposited data were processed for this re-analysis (not part of the article)

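Livers of 4 wild type mice and 4 mice with a liver-specific knockout of Mettl14, all on a 42% high-fat diet for 3 months, were profiled by m6A-seq with 1 INPUT and 1 m6A-IP library per mouse, 16 libraries in all. Each library was assigned to its genotype and kind from the sample labels, and the number per group was checked against the paper's methods.

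The authors deposited 1 table of their own comparison, made by RADAR from reads mapped to mm10 with Hisat2. They counted reads in bins on concatenated exons, normalized IP counts with a size factor from the bins with the most IP reads, divided them by a gene-wise INPUT size factor removed bins with few IP reads and merged adjacent significant bins. The logFC values the authors deposited are natural log coefficients of the genotype. The natural log scale follows from the paper's model equation. For sites of a single bin, the p-values the authors deposited are those of the Wald test, not adjusted. The paper's text states neither the reference genotype, nor the FDR cutoff behind the table, nor how the p-values of merged bins were combined. The gap in logFC between -0.50 and 0.50 is not described there either. The versions of RADAR and Hisat2 are not named in the text.

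The table has no values per mouse, so the depth per library is unknown, and no interval over mice, no fit with a mouse left out and no regrouping of the mice could be computed. Intervals given for shares are 95% Wilson intervals over sites and cover counting error only. How deeply each site was sequenced cannot be read from the table, and a large logFC need not be a precise one.

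Site sequences were read from GRCm38 with samtools 1.23.1, and positions on transcripts came from GENCODE M21, with the longest protein-coding transcript of each gene. Of 622 sites, 585 matched by symbol, 21 by an older symbol and 16 by neither, and 52 could not be placed on that transcript. Other matches of a site in the genome were searched with BLAST+ 2.17.0 (word size 16, at least 95% identity over at least 95% of the site).

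The numbers of positive and negative sites were compared by an exact two-sided binomial test, and the medians of the absolute logFC by a permutation test with 100000 permutations. The share of sites with RRACH was compared with 10000 random sets drawn with the chance of a match in all windows of the same length from 21901 transcripts. The shares in 5′UTR, CDS and 3′UTR and within 400 nt of the stop codon were compared with 10000 sets of random positions in the same transcripts. All 5-mers were compared by a two-sided Fisher exact test with 10 random windows per site and adjusted by the Benjamini-Hochberg method. Random windows include transcripts without expression in liver, since bins that were tested and not reported are not analysed here, and windows from the transcripts that hold the sites were therefore used as an alternative. Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, statsmodels 0.14.6 and matplotlib 3.10.9 were used.

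The tests were also run on simulated data. On 200 sets of random windows, the RRACH test gave p under 0.05 in 2.5% of sets, and with the motif added to 10% of the windows in 81% of sets. On 200 sets of random positions, the 3′UTR test gave p under 0.05 in 5% of sets and the stop codon test in 3.5%, which rose to 99% when 10% of the positions were moved near the stop codon. In 10 runs on random windows, 0 of the 5-mers passed, and GGACT, added to 10% of the windows, ranked first in 10 of 10 runs.

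The tests and most alternatives were fixed before the data were examined. The alternatives were the 311 sites with the smallest p-values, sites with an absolute logFC of at least 1, 1 site per gene, other motifs and backgrounds, and other transcripts and distances. The sites named in the text were also chosen by a rule fixed beforehand: Mettl14 and genes of the m6A machinery with a site, the 5 most positive and 5 most negative logFC values among the 311 sites with the smallest p-values, the 5 smallest p-values, and genes with 4 or more sites. Lists of markers of hepatocytes, endothelial cells, Kupffer cells and macrophages, stellate cells and cholangiocytes were written at the same time. The split at an absolute logFC of 2, windows matched on GC content, each position counted once, pairs without Gvin1 and Gm4070, the division of the p-values into 10 parts, and the comparisons of 5′UTR and stop codon by direction were chosen after the data were seen.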

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

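No paired analysis was possible because the authors' deposited table holds one comparison of the genotypes and no values per mouse. For the same reason leaving out 1 mouse at a time was not possible, nor was a test of other splits of the mice. The alternatives with an absolute logFC under 2, windows of the same GC content, each position counted once, and pairs without Gvin1 and Gm4070 were chosen only after the result was seen.

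Of 59 results under alternatives, 44 kept their direction and their side of the threshold, or for a count stayed within 1.5 times. These include the share of sites with RRACH, which stayed above its background under all 11 alternatives, with random shares of 50.1% to 51.0% where RRACH itself was counted at its own length in transcript windows and 54.7% with shuffled dinucleotides, and the share within 400 nt of the stop codon, which ranged from 37.2% to 42.5%. The larger absolute logFC of positive sites held under its 3 alternatives, with differences in the median from 1.93 to 2.55. It was not seen among sites with an absolute logFC under 2, where the median logFC was 0.804 for positive and -0.879 for negative sites. That split was not tested for size. The cause was not tested for any of the changes that follow.

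The share of positive sites reversed among sites with an absolute logFC under 2, where it was 28.15%. With sites of an absolute logFC of at least 1 it was 81.8%, and with the 311 sites with the smallest p-values 84.2%. The number of 5-mers more frequent in the sites, 6 at first, was 1 with the 311 sites with the smallest p-values, 1 with 6-mers, and 0 against windows from the transcripts that hold the sites, where 45 were more frequent at an unadjusted p under 0.05. With sites of an absolute logFC of at least 1 the number was 5, but 0 of these matched RRACH, as was the case with the 311 sites with the smallest p-values. The 1 among the 6-mers, GGACAC, does hold an RRACH match, GGACA. It was found in 3.7% of sites against 1.08% of windows (Fisher exact test, adjusted p = 0.00477).

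With the 311 sites with the smallest p-values, the differences from random positions were no longer past the threshold for the CDS (55.79%) and the 3′UTR (36.84%), and neither was the lower 3′UTR share of negative sites (-7.78 percentage points) nor the share of same-gene pairs with the same sign (87.5% of 8 pairs). With sites of an absolute logFC of at least 1, the same 4 results were not past the threshold either, at 55.33%, 37.22%, -9.69 percentage points and 76.92% of 13 pairs. Both settings leave fewer sites and far fewer pairs.

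Among sites with an absolute logFC under 2, the excess of RRACH in negative over positive sites was 10.6 percentage points and the difference in the 3′UTR share -13.4 percentage points, neither past the threshold with 76 positive sites for RRACH and 74 for the 3′UTR. With GGAC in place of RRACH, the difference between negative and positive sites reversed to -0.80 percentage points (Fisher exact test, p = 0.848). Its other alternatives gave p values from the same exact test from 0.00512 to 0.11.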

Other observations

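The tests of quotients between the genotypes, of cell type markers and of GC bias in the INPUT libraries, the logistic model of GC content, the separation of Wtap from the other m6A machinery genes and the split at a logFC of 2 were chosen only after the result was seen.

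The DM sites of the mouse liver dataset mostly fall into 2 groups by size. Of 622 sites in the authors' deposited table, 337 have a logFC above 2, 270 an absolute logFC under 2 and 15 a logFC under -2, and 31 lie between 1.5 and 2.5 in size. In the group above 2, e to the power of the logFC is a quotient of whole numbers with a denominator of 4 or less, to within a relative difference of 2e-07, at 322 sites, or 95.5%. The same holds for 10 of the 15 sites under -2, or 66.7%, for 3 of the 270 sites under 2, or 1.11%, and for a mean of 0.05 of the 337 when each ratio was moved at random by up to 1%. Such quotients are what ratios of small whole-number totals give, so a candidate explanation is that at these sites one genotype had almost no adjusted IP reads. The paper states that bins with raw IP read counts smaller than 15 are removed, a cutoff that the user can define, which bears on this reading, but no counts are analysed here. Reads shared with another place in the genome are argued against, since 5.34% of these sites have a second match, fewer than the 19.3% of sites under 2. Background IP signal at unmethylated sequence is argued against only as the source of every site with a logFC above 2. Of these sites, 55.2% hold RRACH against 49.0% of windows with the same GC content (one-sided, n = 337 sites, p = 0.0151), and 26.7% hold GGAC against 21.0% (one-sided, p = 0.0058). With shuffled dinucleotides the RRACH share was not past the threshold (one-sided, n = 337 sites, p = 0.0509). A group made up mostly of background could still show such an excess, so background at many of these sites stays open. Alternative exons, the caveat that the paper names for gene-level INPUT counts, stay open: of the 311 of these sites placed on a transcript, 157 or 50.5% lie in sequence that a coding transcript of the gene lacks, and the 122 of 245 placed sites under 2, or 49.8% (two-sided Fisher exact test, p = 0.932), exclude nothing, since these are DM sites too. GC content stays open as well. Over all sites, 37.0% of those with a GC content of 45% or less have a logFC above 2, against 60.2% of the others (two-sided Fisher exact test, p = 4.02e-07). Among the positive sites with a GC content of 45% or less, 87.0% have a logFC above 2, against 80.5% of the other positive sites (two-sided Fisher exact test, p = 0.237), and the mean GC content is 54.6% at sites with a logFC above 2 and 55.9% at positive sites under 2. Within the positive sites a large logFC thus did not go with high GC content, but this does not decide the point because the direction itself goes with GC content. The genotype itself stays open as a biological explanation, and its direction is not known because the reference genotype is not stated.

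The direction of a site went with GC content. Among sites with a GC content of 45% or less, 42.6% had a positive logFC, against 74.8% of the other sites (two-sided Fisher exact test, p = 3.12e-13), and positive sites had a GC content 7.14 percentage points higher than negative sites (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The difference was also there among sites with an absolute logFC under 2, at 8.52 percentage points, and among sites of the CDS alone, at 7.62 percentage points, so that a location in GC-rich 5′UTRs is argued against. The GC content of whole transcripts differed by 6.38 percentage points between the directions (two-sided permutation test, p = 1e-05), while for the GC content of a site minus that of its transcript no difference was detected, at 0.244 percentage points (two-sided permutation test, p = 0.76). In a logistic model over the placed sites (n = 570), the log odds of a positive direction rose by 0.18 per percentage point of GC content of the transcript and by 0.02 per percentage point of the site beyond its transcript (p = 0.0757 from a Wald test), a difference with p = 5.53e-16 from a Wald test. For a GC bias of the IP libraries that differs between the genotypes, the evidence conflicts. The test chosen before its result was seen goes with it, as the positive site had the higher GC content in 5 of 5 pairs of sites of opposite direction in one gene, although 5 pairs are too few to decide (exact two-sided binomial test, p = 0.0625, the smallest that 5 pairs allow). The logistic model, chosen when the 0.244 was known, goes against a bias that acts on single fragments. A GC bias of the INPUT libraries, which would enter through the gene-wise size factor, may also be behind it, as may a true difference between classes of transcripts. These explanations cannot be told apart, since the log odds of 0.18 would arise from either of the last 2 and no INPUT or IP values per mouse are analysed here.

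All 7 sites in genes of the m6A machinery have a negative logFC in the authors' deposited table, in Wtap, Ythdf1, Ythdf2, Ythdf3 and Mettl16, among 23 names searched. Negative values are common at their size, with 194 of the 270 sites with an absolute logFC under 2, so the shared sign alone does not set these genes apart. Over all 7 sites, 3 have a second match in the genome. For the sites of Ythdf1, Ythdf2, Ythdf3 and Mettl16, reads shared with another place in the genome are argued against, as 0 of the 4 have a second match. Each of the 3 sites of Wtap does have one, the 2 in its 3′UTR at 100% identity on chromosome 2, from 179177897 to 179177946 and from 179177997 to 179178046, where no coding exon is annotated. How far reads from there entered the counts cannot be told apart from a change in Wtap. A biological link between loss of Mettl14 and these transcripts was not tested.

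Few markers of liver cell types have a site. Of 30 hepatocyte markers, 1 has sites, Apob with 3, all negative in the authors' deposited table. Of 15 markers of Kupffer cells and macrophages, 2 have a site, C1qb and C1qc, and of 15 endothelial markers 1, Eng, all positive in the authors' deposited table. None of the 15 stellate and 8 cholangiocyte markers has a site. A deletion in hepatocytes only could separate these directions, but over 4 genes the order had a one-sided Fisher exact p of 0.25, the smallest these numbers allow, so the 2 cannot be told apart. The lists of markers were written before the values were seen, and the comparison between the lists after.

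Positive sites lay in the 3′UTR and 5′UTR more often than negative sites, and sites with almost no reads in one genotype may be the source. Among sites with an absolute logFC under 2, the 3′UTR difference was no smaller, at 29.8% of negative and 43.2% of positive sites, but not past the threshold (two-sided Fisher exact test, p = 0.0555) with 74 positive sites. The 5′UTR held 3 negative and 2 positive sites there (Fisher exact test, p = 0.64), too few to decide. No biological explanation was tested.

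Of the 622 sites, 72 have a second match in the genome. The sites listed under 5 names on chromosome 2 from 175653429 to 175653478 (0610010B08Rik, Gm14308, Gm14430, Gm14434 and Gm4724, chosen after their values were seen) have 17 other matches and the same logFC, -0.92, under every name in the authors' deposited table. With each position counted once, 67.3% of 614 positions had a positive logFC and 60.3% held RRACH.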
